# Foxp3 depends on Ikaros for control of regulatory T cell gene expression and function

**DOI:** 10.7554/eLife.91392

**Published:** 2024-04-24

**Authors:** Rajan M Thomas, Matthew C Pahl, Liqing Wang, Struan FA Grant, Wayne W Hancock, Andrew D Wells

**Keywords:** tolerance, transcription factors, epigenetics, Mouse

## Abstract

Ikaros is a transcriptional factor required for conventional T cell development, differentiation, and anergy. While the related factors Helios and Eos have defined roles in regulatory T cells (Treg), a role for Ikaros has not been established. To determine the function of Ikaros in the Treg lineage, we generated mice with Treg-specific deletion of the Ikaros gene (*Ikzf1*). We find that Ikaros cooperates with Foxp3 to establish a major portion of the Treg epigenome and transcriptome. Ikaros-deficient Treg exhibit Th1-like gene expression with abnormal production of IL-2, IFNg, TNFa, and factors involved in Wnt and Notch signaling. While *Ikzf1*-Treg-cko mice do not develop spontaneous autoimmunity, Ikaros-deficient Treg are unable to control conventional T cell-mediated immune pathology in response to TCR and inflammatory stimuli in models of IBD and organ transplantation. These studies establish Ikaros as a core factor required in Treg for tolerance and the control of inflammatory immune responses.

## Introduction

The zinc finger DNA binding protein Ikaros is expressed in hematopoietic precursors, where it regulates genes involved in antigen receptor recombination, hemoglobin synthesis, and genome stability by recruiting chromatin remodeling complexes (Georgopoulos, 2002). Germline deletion of *Ikzf1* in mice results in arrested erythroid and lymphoid development, leading to immunodeficiency and immature B and T cell leukemia. In conventional CD4+ and CD8+ T cells, Ikaros functions as a transcriptional repressor of inflammatory cytokine genes (Thomas et al., 2007; Bandyopadhyay et al., 2012; Thomas et al., 2010; O’Brien et al., 2014). Conventional CD4+ T cells with loss of Ikaros function are unable to differentiate into peripherally-induced regulatory T cells (iTreg) (Shin et al., 2014), and are resistant to suppression by thymic regulatory T cells (Shin et al., 2014). However, the role of Ikaros in thymic Treg development and function has not been addressed.

The Ikaros family members Helios and Eos have each been deleted or knocked down in human or mouse regulatory T cells (Getnet et al., 2010; Pan et al., 2009; Gokhale et al., 2019). Loss of Eos function in Treg is associated with increased expression of inflammatory cytokines like IL-2 and IFNg, and an inability to control pathogenic conventional T helper cell responses in an IBD model (Pan et al., 2009; Gokhale et al., 2019), although a separate study found that Eos-deficient Treg had normal function (Rieder et al., 2015). Helios also contributes to the control of Treg activation and cytokine production (Sebastian et al., 2016), but this may be secondary to its role in promoting stable expression of the *Foxp3* gene (Getnet et al., 2010; Sebastian et al., 2016; Kim et al., 2015).

In this study, we conduct a genome-scale multi-omic analysis of open chromatin, active histone marks, Ikaros occupancy, Foxp3 occupancy, and gene expression in wild-type and *Ikzf1*-deficient regulatory T cells. We find that Ikaros plays a crucial role in establishing the normal landscape of enhancer activity, Foxp3 binding, and gene expression in Treg that cannot be filled by other Ikaros family members. Loss of Ikaros function in Treg results in uncontrolled T cell-dependent inflammatory responses in vivo.

## Results

To address the role of Ikaros in the Treg lineage, we crossed mice with a floxed *Ikzf1* allele (Schwickert et al., 2014) with mice carrying a Foxp3-YFP-Cre reporter/driver. This strain generates an *Ikzf1*-null allele and the Cre neither generates a Foxp3 fusion protein nor affects Foxp3 function (Rubtsov et al., 2008). Male *Ikzf1*-fl-Foxp3-YFP-Cre mice (B6 background) do not develop overt autoimmune pathology under specific pathogen-free housing conditions over an 8-week timeframe, and basic aspects of T cell and Treg thymic development are unaltered (Figure 1—figure supplement 1a). CD4+CD25+Foxp3+peripheral Treg in these mice exhibit a nearly complete loss of Ikaros protein (Figure 1a and b) and full DNA demethylation at the *Foxp3* CNS2-TSDR (Figure 1—figure supplement 1b), indicating that they are of thymic origin (Floess et al., 2007). The expression of Ikaros in conventional CD4+ T cells from *Ikzf1*-fl-Foxp3-YFP-Cre mice is indistinguishable from that of control Foxp3-YFP-Cre mice (Figure 1b). *Ikzf1*-fl-Foxp3-YFP-Cre mice exhibit a statistically significant increase in total and effector Treg pools, with a concomitant decrease in the naive Treg pool in the spleen and lymph nodes (Figure 1—figure supplement 1c). *Ikzf1*-deficient Treg express normal levels of Foxp3, GITR, and PD1 (Figure 1c and d), and higher levels of the high-affinity IL-2 receptor CD25 and the costimulatory receptor ICOS (Figure 1c). Ikaros-deficient Treg maintained Eos, Aiolos, and Helios protein expression, exhibiting a mild increase in the expression of Eos and Aiolos particularly in the lymph nodes (Figure 1d).

**Figure 1.**
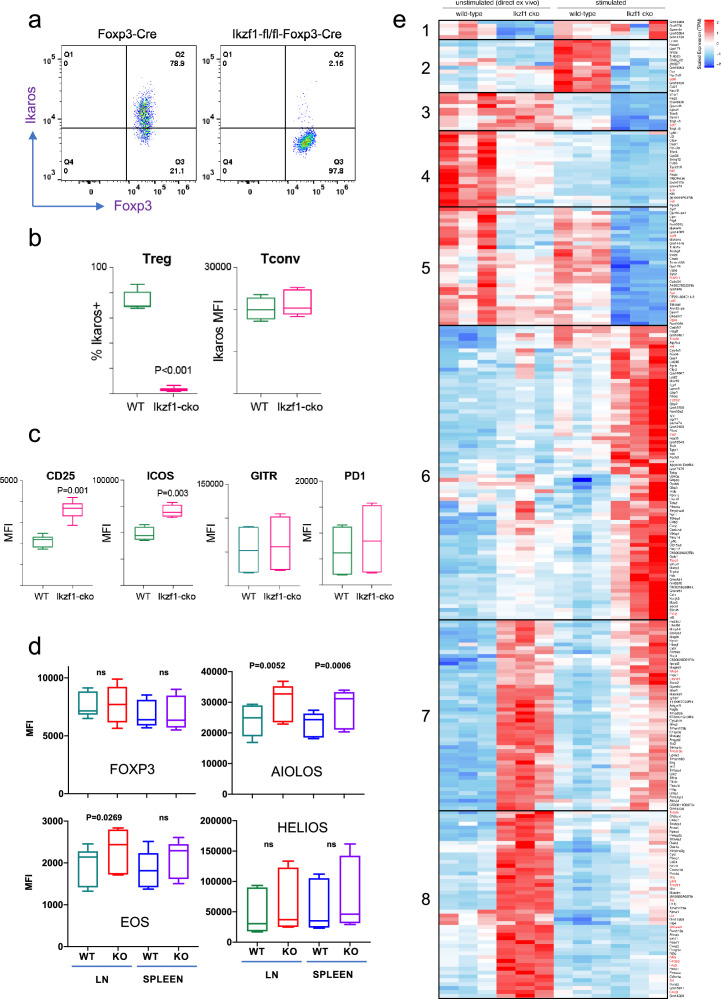
Impact of loss of Ikaros function on peripheral regulatory T cells (Treg) phenotype. Example histograms (**a**) and quantified expression (**b**) of Ikaros protein by peripheral Treg and Tconv from Foxp3-YFP-Cre (green) and *Ikzf1*-fl-Foxp3-YFP-Cre (red) mice (n=6 mice per group). (**c**) Expression of CD25, ICOS, GITR, and PD1 by wild-type (WT) (green) and *Ikzf1*-cko (red) Treg (n=6 mice per group). (**d**) Flow cytometric measurement of Foxp3, Aiolos, Eos, and Helios protein expression in WT and *Ikzf1*-cko Treg (n=6 mice per group). (**e**) Transcriptomic analysis of WT vs. *Ikzf1*-cko Treg gene expression. Top differentially expressed genes (FDR <0.05) organized into eight clusters in ex vivo or in vitro stimulated WT and *Ikzf1*-cko Treg. The heatmap represents scaled transcripts per million (tpm, n=3 replicates per group).

**Figure 1—figure supplement 1.**
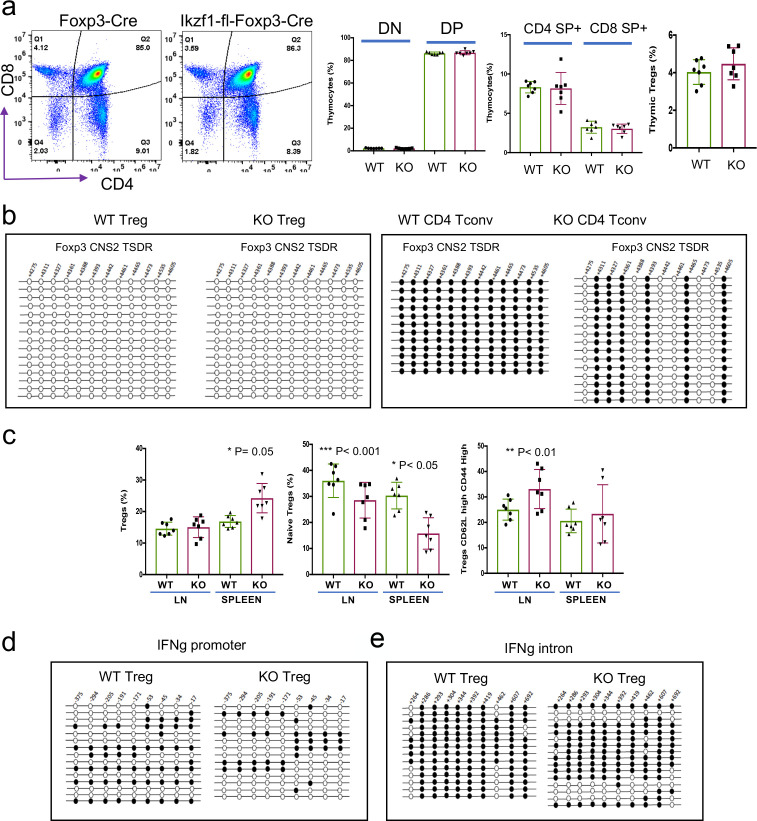
Immunophenotyping and DNA methylation analyses. Immunophenotyping of thymi from *Ikzf1*-fl-Foxp3-YFP-Cre or Foxp3-YFP-Cre control mice (**a**). Bisulfite DNA methylation analysis of the Foxp3 CNS2/TSDR region in peripheral regulatory T cells (Treg) and Tconv from *Ikzf1*-fl-Foxp3-YFP-Cre or Foxp3-YFP-Cre control mice (**b**). Quantification of total peripheral Treg, CD44^lo^ cTreg, and CD44^hi^ eTreg in *Ikzf1*-fl-Foxp3-YFP-Cre and Foxp3-YFP-Cre mice (**c**). Bisulfite DNA methylation analysis of the IFNg promoter (**d**) and IFNg intronic enhancer (**e**) regions in peripheral Treg and Tconv from *Ikzf1*-fl-Foxp3-YFP-Cre or Foxp3-YFP-Cre control mice.

### Ikaros contributes significantly to the Treg gene expression program

Ikaros is a transcription factor, so to assess how loss of Ikaros function impacts the Treg gene expression program, we compared the transcriptomes of wild-type and Ikaros-deficient Treg isolated directly ex vivo from 6 to 8 week old aged-matched mice (n=3). A total of 661 genes were differentially expressed in *Ikzf1* cko Treg, 149 of which greater than twofold (FDR <0.05, Supplementary file 1). Some of these genes were downregulated compared to wild-type Treg (Figure 1e, clusters 1, 4, and 5), but 80% were upregulated (Figure 1e, clusters 7 and 8), indicating that Ikaros functions primarily as a transcriptional repressor in Treg. Loss of Ikaros results in up-regulation of at least 12 factors that negatively regulate Treg function, e.g., multiple genes involved in Wnt signaling (*Wisp1, Ctnnd1, Ctnna1*), *Ox40, Tlr2, Lag3, Tnf,* and *Ifng* (Figure 2a and Supplementary file 2). Increased *Ifng* expression correlated with decreased DNA methylation at the *Ifng* locus compared to wild-type Treg (Figure 1—figure supplement 1d). *Ikzf1* cko Treg also exhibited down-regulation of at least 10 factors that are required for full Treg function, e.g., the activin receptor *Acvr1b, Nr4a1/Nur77, Tet1*, and perforin (Figure 2b and Supplementary file 2). *Bcl6*, which is required for follicular Treg function (Nurieva et al., 2009), is also down-regulated in Ikaros-deficient Treg. However, *Ikzf1* cko Treg up-regulated at least 24 factors known to promote Treg function (Supplementary file 2), suggesting that the loss-of-function program may be counteracted by a gain-of-function program in the absence of inflammation.

**Figure 2.**
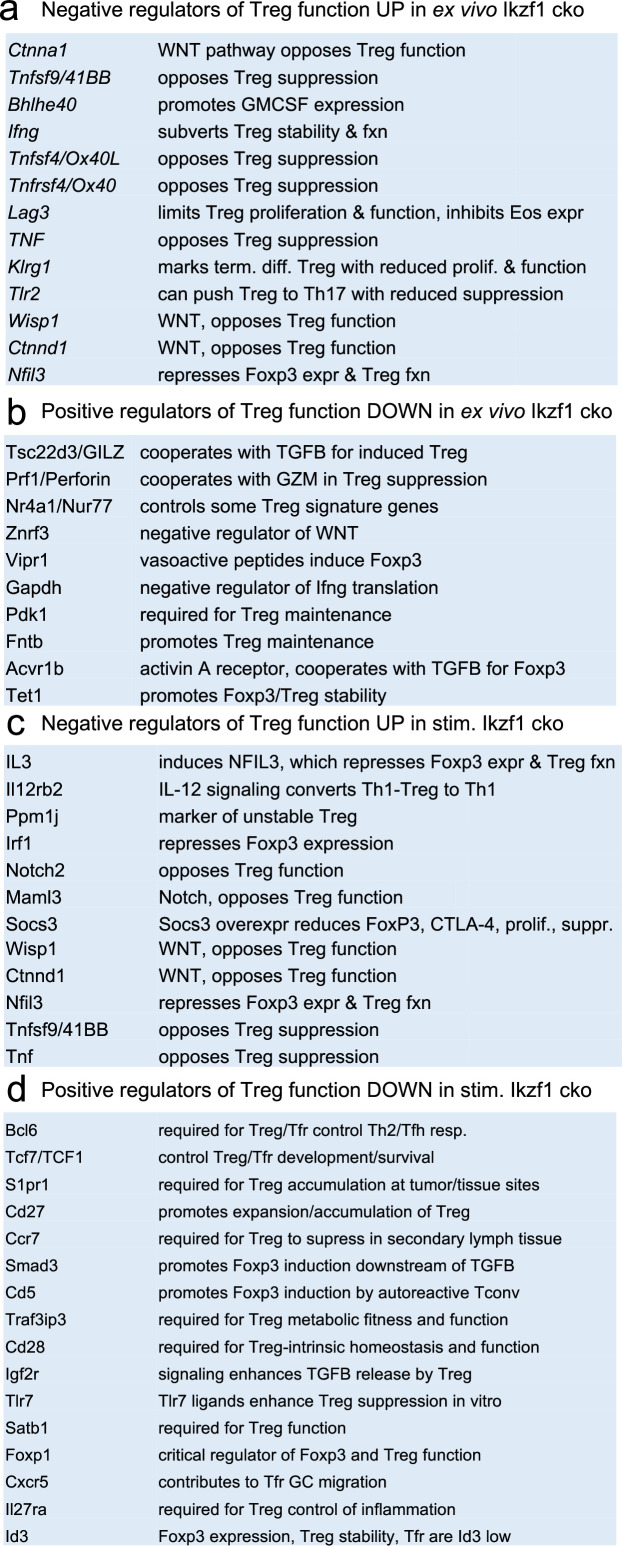
Survey of relevant differentially expressed genes in wild-type (WT) vs.*Ikzf1*-cko regulatory T cells (Treg). (**a**) Known negative regulators of Treg function up-regulated in ex vivo Ikzf1-cko Treg, (**b**) positive regulators of Treg function down-regulated in ex vivo Ikzf1-cko Treg, (**c**) negative regulators of Treg function up-regulated in in vitro stimulated Ikzf1-cko Treg, (**d**) positive regulators of Treg function down-regulated in in vitro stimulated Ikzf1-cko Treg. See Supplementary file 1 for all differential genes and Supplementary file 2 for a larger list of functionally relevant differentially expressed genes.

To simulate antigen encounters by Treg during an immune response, we stimulated wild-type and Ikaros-deficient Treg through the TCR and CD28 in vitro. Previous studies established a role for Ikaros in restricting IL-2 and IFNg production by conventional CD4 + and CD8+ T cells (Thomas et al., 2007; Bandyopadhyay et al., 2012; Thomas et al., 2010; O’Brien et al., 2014). We find that Ikaros plays a similar role in Treg, as unlike wild-type Treg, *Ikzf1* cko Treg are capable of secreting IL-2 and IFNg protein upon stimulation (Figure 3a). Treg from mice expressing a dominant-negative form of Ikaros likewise ectopically express IL-2, IFNg, and TNFa at the protein level upon stimulation (Figure 3b). Consistent with their increased expression of IL-2 and IL-2R, Ikaros-deficient Treg exhibit enhanced IL-2-induced STAT5 phosphorylation (Figure 3c) and increased proliferative capacity (Figure 3d) compared to wild-type Treg.

**Figure 3.**
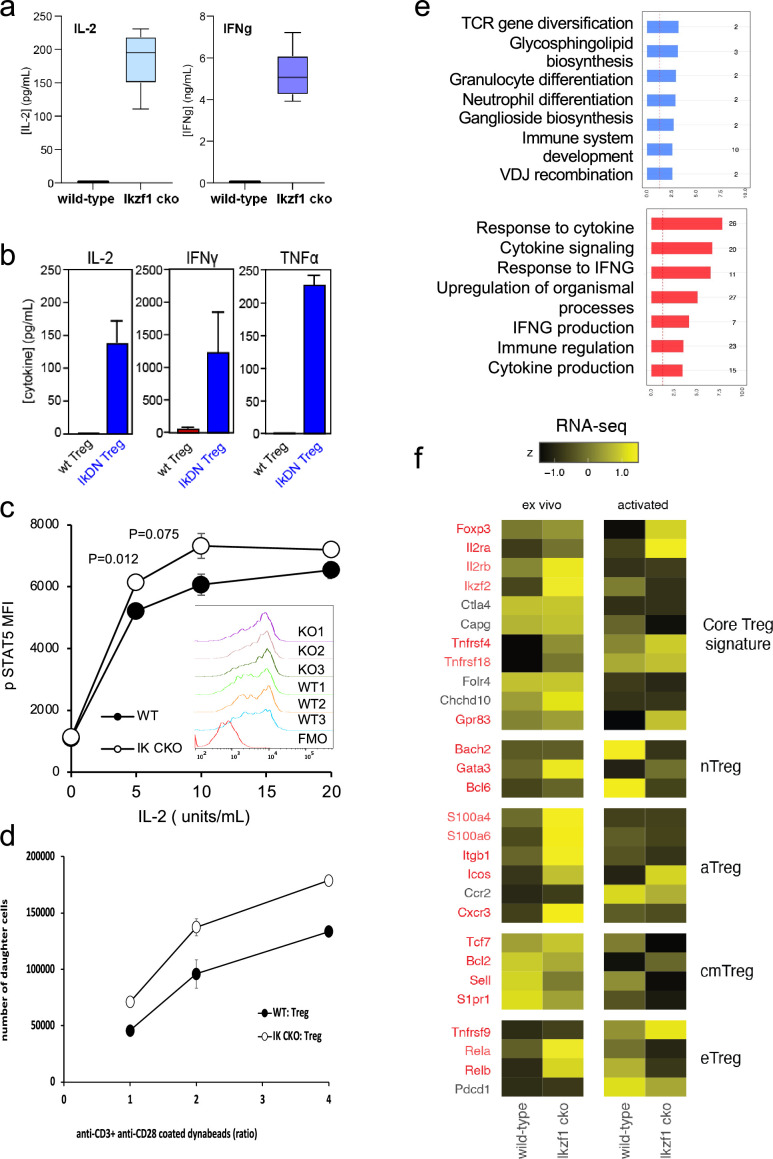
In vitro analysis of wild-type (WT) vs. *Ikzf1*-cko regulatory T cells (Treg). (**a**) Secretion of IL-2 and IFNg protein by WT and *Ikzf1*-cko Treg measured by ELISA (n=3). (**b**) IL-2, IFNg, and TNFa production by Treg from WT mice vs. mice with a dominant-negative form of Ikaros (IkDN) measured by ELISA (n=3). (**c**) IL-2-induced phosphorylation of STAT5 in WT and *Ikzf1*-cko Treg measured by flow cytometry in vitro. Mean fluorescence intensity (MFI) and individual histograms (inset, n=3) are depicted. (**d**) Activation-induced proliferation of WT (closed) and *Ikzf1*-cko (open) Treg measured by dye dilution (n=3). (**e**) Gene ontology analysis of genes down-regulated (top panel) and up-regulated (bottom panel) in *Ikzf1*-cko compared to WT Treg. The x-axis is fold enrichment and numbers to the right are unique genes in each pathway. (**f**) Differential expression of core Treg, nTreg, aTreg, cTreg, and eTreg genes (Shevyrev and Tereshchenko, 2019) in ex vivo (left panel) and in vitro stimulated (right panel) WT and *Ikzf1*-cko Treg. The heatmap represents z-score and genes significantly differentially expressed are shown in red.

At genome scale, stimulation through the TCR and CD28 led to differential expression of 895 genes (FDR <0.05, Supplementary file 1), 533 down-regulated (Figure 1e, clusters 2, 3, and 5), and 362 up-regulated in *Ikzf1* cko Treg compared to wild-type Treg (Figure 1e, clusters 6, 7, and 8). Consistent with its role in antigen receptor selection during lymphocyte development (Georgopoulos et al., 1994), gene ontology analysis (Supplementary file 3) of genes down-regulated in Ikaros-deficient Treg shows enrichment for immune cell development and TCR/VDJ recombination and diversification (Figure 3e). Genes upregulated in Ikaros-deficient Treg are enriched for networks involved in interferon and cytokine production and responses (Figure 3e). The set of upregulated genes includes at least 20 factors known to promote Treg function like *Foxp3, Il2ra, Icos, Ezh2,* and *Gpr83* (Supplementary file 2). However, loss of Ikaros results in up-regulation of at least 11 factors that negatively regulate Treg function like *Irf1, Il12rb2* (IL-12 receptor), *Il3*, and several genes in the Notch and Wnt pathways like *Notch2, Maml3, Rbpj, Wisp,* and *Ctnnd1* (Figure 2c), and down-regulation of at least 14 factors that are required for full Treg function like *Tcf7, Satb1, Foxp1, Id3, Smad3, Il27ra, Tlr7*, and follicular Treg (Tfreg) genes like *Bcl6, Cxcr5,* and *S1pr1* (Figure 2d).

The Wnt pathway is normally repressed in Treg, and ectopic Wnt signaling in Treg has been associated with ectopic IFNg production and reduced suppressive function (Sumida et al., 2018). We show that the Wnt signaling factor B-catenin is elevated in *Ikzf1* cko Treg (Figure 4a), and that ectopic IFNg production by Ikaros-deficient Treg is Wnt-dependent, while IFNg production by conventional CD4+ T cells does not depend on Wnt (Figure 4b and c). Together, these transcriptomic analyses indicate that Ikaros normally regulates a large proportion of the core Treg program (Shevyrev and Tereshchenko, 2019; Figure 3f, genes in red), and is required to restrain Wnt, Notch, and inflammatory cytokine gene expression in the Treg lineage. The impact of the loss of Ikaros function on the Treg transcriptome likely stem from both direct, cell-intrinsic effects and from indirect, cell-extrinsic effects.

**Figure 4.**
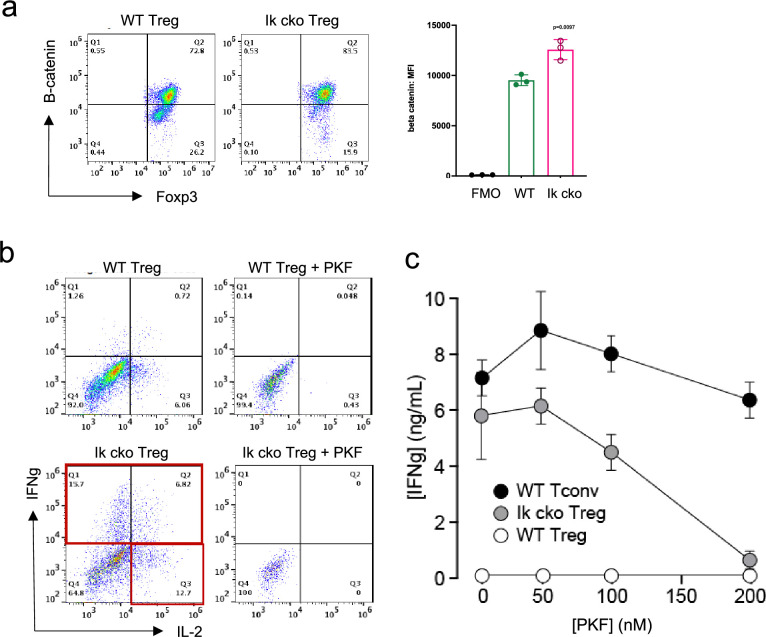
Ectopic activation of the Wnt-catenin pathway in *Ikzf1*-cko regulatory T cells (Treg). (**a**) Expression of B-catenin by wild-type (WT) (left histogram) vs. *Ikzf1*-cko (right histogram) Treg measured by flow cytometry (plot depicts B-catenin mean fluorescence intensity (MFI) from n=3 experiments). (**b**) IFNg secretion by WT (top panels) vs. *Ikzf1*-cko (bottom panels) Treg activated with (right panels) or without (left panels) the Wnt pathway inhibitor PKF. (**c**) IFNg secretion (measured by ELISA) by Ikzf1-cko Treg, but not by conventional T cells, is inhibited in a dose-dependent manner by PKF (n=3).

### Ikaros is required for establishing the Treg open chromatin and enhancer landscape

To gain mechanistic insight into how Ikaros regulates the Treg gene expression program, we measured Ikaros binding, Foxp3 binding, chromatin accessibility, and H3K27ac enhancer marks in wild-type and Ikaros-deficient Treg using ATAC-seq and ChIP-seq. 

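ATAC-seq measures open chromatin by the insertion of Tn5 transposase into accessible DNA. YFP+ Treg were sorted from Foxp3-YFP-Cre mice (WT) and from Ikzf1-fl-Foxp3-YFP-Cre mice (Ikzf1-cko) and used directly ex vivo or after 4 hr of stimulation with plate-bound anti-CD3 and anti-CD28. Each of these 4 groups had 3 libraries of 100000 cells, 12 libraries in all. The authors aligned paired-end reads with bowtie2, removed duplicates, called peaks in each replicate with MACS2, removed blacklisted regions and merged the peaks into a reference set of open chromatin regions. They deposited the number of de-duplicated reads on each of 118680 regions in each library, without normalization. The coordinates are those of the mouse genome mm9. The reads counted on these regions per library ranged from 5197669 to 8596567 (median 7547992) in ex vivo WT Treg and from 11698967 to 15355521 (median 13759568) in ex vivo Ikzf1-cko Treg. In stimulated Treg they ranged from 4808916 to 6047073 (median 5473561) in WT and from 9221901 to 11465957 (median 9826185) in Ikzf1-cko. Each Ikzf1-cko library thus had more counted reads than any WT library. Levels are given here in the authors' deposited FPKM, which is the count divided by region length and by the library's total, as mean ± SD. Fold changes came from edgeR's quasi-likelihood test on the counts, with library totals as the scaling and all 12 libraries in 1 model. The test covered the 69957 regions with at least 3.6 CPM in at least 3 libraries. A region was called differentially accessible at a Benjamini-Hochberg FDR under 0.05 and an absolute log2 fold change over 1, the thresholds of the study. The background normalization that the authors applied before their own test needs reads outside these regions and is not part of the deposited counts. In the authors' deposited table of called regions, the ex vivo log2 fold changes were higher than those computed here by a median of 0.17.
Over the Ikzf1 gene itself (chromosome 11, 11585006 to 11672929), 28 regions were tested ex vivo. The intronic region OCR_16480 (11610032 to 11610681) passed both thresholds as more accessible in Ikzf1-cko Treg (from 4.77 ± 1.48 to 9.48 ± 0.257 FPKM, SD, n = 3; log2 fold change 1.03, adjusted p = 6.2e-04). The intronic region OCR_16496 (11650890 to 11651415) did so as less accessible (from 7.63 ± 1.03 to 3.09 ± 0.954 FPKM, SD, n = 3; log2 fold change -1.27, adjusted p = 0.0014). No tested region lies over the last exon (exon 8, 11668884 to 11672929), and these values do not check the genotype labels.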

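In ex vivo Treg, 3238 of the 69957 tested regions differed in accessibility between Ikzf1-cko and WT libraries. Of these, 2827 were less accessible and 411 more accessible in Ikzf1-cko Treg. In 2801 of the 3238 regions (86.5%), the 3 Ikzf1-cko libraries did not overlap with the 3 WT libraries at all. Chance gives this arrangement in 10% of regions not selected by a test, but these regions were selected on the same libraries, so that this is not the share expected for them. The median log2 fold change over all tested regions was -0.13, so that a region that did not change relative to the others had a slightly negative value. The division by direction depended on the scaling. With the scaling implied by the authors' deposited table, an alternative chosen after the data were seen, 870 of 2243 called regions were more accessible and 1373 less accessible. In proportion, the filter on low values moved the count most, to 339 regions where that CPM was required in all 12 libraries, and 15051 regions were called without the threshold on the fold change. Quantile normalization of log2(FPKM + 1) with limma gave 497 regions, of which 284 were more accessible. The count also depended on single libraries and was 8726 without Ikzf1-cko ex vivo replicate 3 and 2018 without Ikzf1-cko ex vivo replicate 2. The weakest 20% of tested regions by mean CPM held 1403 of the less accessible regions (49.6%) and 49 of the more accessible ones. Of the 1431 regions in the authors' deposited table for this comparison, 1373 were among those tested here, all of these changed in the same direction, and 915 passed both thresholds.
The 5 regions with the largest falls all lie on chromosome 11. OCR_16556 (14042402 to 14043145, in an intron of 4930554G24Rik) had 81 to 152 reads in the WT libraries and at most 1 read in an Ikzf1-cko library, at least 73.4-fold lower against a floor of 3 reads. In OCR_16555 (14037852 to 14038193, in an intron of 4930554G24Rik) and OCR_16436 (10956123 to 10956838, intergenic), no read was counted in any ex vivo Ikzf1-cko library, at least 14.1-fold and 10.3-fold lower. These floors cover counting error only. OCR_16557 (14082554 to 14082986, intergenic) fell from 9.04 ± 1.03 to 0.966 ± 0.710 FPKM (SD, n = 3) and OCR_16561 (14273927 to 14274571, intergenic) from 11.9 ± 1.41 to 1.30 ± 0.244 FPKM (SD, n = 3). The 5 regions lie near Ikzf1, and among the other tested regions within 5 Mb of the gene 11.5% were called, against 4.60% elsewhere.
The largest rises were in the neighboring regions OCR_759 and OCR_758 on chromosome 1. OCR_759 (24619838 to 24620087, intergenic) rose from 28.7 ± 16.5 to 267 ± 37.4 FPKM (SD, n = 3; log2 fold change 3.33, standard error 0.16, adjusted p = 1.3e-15). OCR_758 (24619247 to 24619705, an exon of Gm10222) rose from 25.4 ± 7.51 to 123 ± 19.9 FPKM (SD, n = 3; log2 fold change 2.32, standard error 0.13, adjusted p = 1.4e-13). Over their whole length, they match the mitochondrial genome at 99.6% and 99.8% identity. They were followed by OCR_43191 in an intron of Lima1 on chromosome 15 (99642553 to 99643051), with a log2 fold change of 2.29 (standard error 0.20). OCR_64204 over exon 1 of Ctnnd1 on chromosome 2 (84490559 to 84491260) had a log2 fold change of 2.27 (standard error 0.18), and the intergenic OCR_32818 on chromosome 13 (112770406 to 112770797) one of 2.17 (standard error 0.19).

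**Figure D1:**
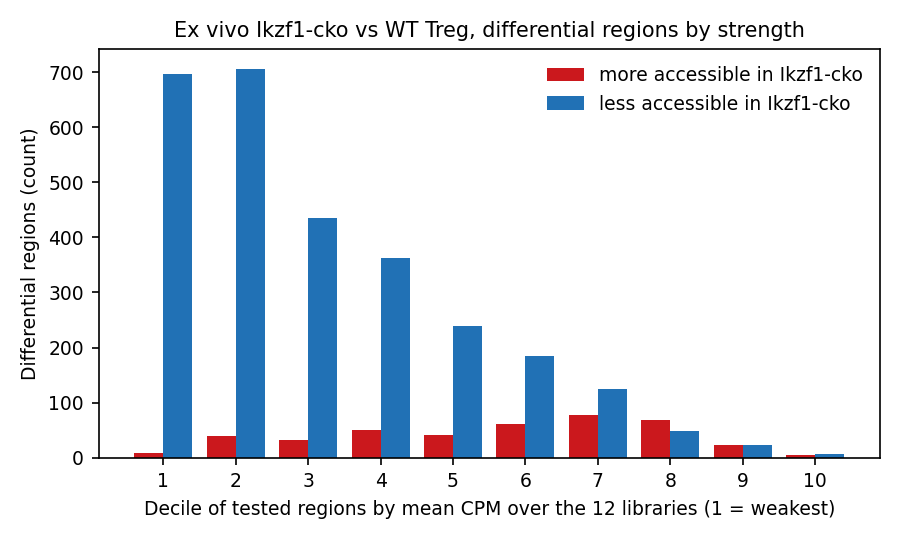
Number of regions called more accessible (red bars) or less accessible (blue bars) in ex vivo Ikzf1-cko Treg than in WT (y axis, count), in each decile of the 69957 tested regions by mean CPM over the 12 libraries (x axis, 1 is the weakest). The weakest decile holds 697 less accessible and 9 more accessible regions, and the strongest 7 and 5.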

Loss of Ikaros function induced remodeling of 1431 genomic regions (n=3, FDR <0.05, Figure 5—figure supplements 1 and 2 and Supplementary file 4), one-third of which (513) exhibiting reduced accessibility and two-thirds (918) of which become more accessible (Figure 5a). 

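The nearest gene of each differential region was compared with the differentially expressed genes that the paper lists by GO pathway in the GO sheet of Supplementary file 3, of which 76 are listed as up and 28 as down over 772 pathways. The list holds only genes that changed in expression, so these counts do not repeat an enrichment over all members of a pathway. Of the ex vivo differential regions nearest to an up gene, 12 were more accessible and 10 less accessible in Ikzf1-cko Treg. Of those nearest to a down gene, 1 was more accessible and 10 were less accessible (odds ratio 12, p = 0.022, two-sided Fisher's exact test). With the scaling implied by the authors' deposited table, the difference was not past p = 0.05 (odds ratio 4.20, p = 0.15, Fisher's exact test). The tests of single groups of terms, and the group of terms naming cytokines, were chosen after the data were seen. Genes listed as down in terms for leukocyte differentiation or development (7 genes) were nearest to 5 of the 2827 less accessible regions and to 89 of all 69957 tested regions (0.177% against 0.127%, odds ratio 1.41, p = 0.41, adjusted p = 0.62, Fisher's exact test, 12 tests adjusted by Benjamini-Hochberg). Genes listed as up in terms naming cytokines (30 genes) were nearest to 4 of the 411 more accessible regions (0.973% against 0.212% of tested regions, odds ratio 4.74, p = 0.012, adjusted p = 0.035, Fisher's exact test). For the response to interferon-gamma (11 genes), the share was 0.487% against 0.119% of tested regions and did not pass the adjustment (odds ratio 4.19, p = 0.086, adjusted p = 0.17, Fisher's exact test). In stimulated Treg, genes of each of these groups were less frequent near less accessible regions than among tested regions. The odds ratio was 0.138 for leukocyte differentiation or development (adjusted p = 4.5e-05), 0.138 for cytokines (adjusted p = 4.3e-08) and 0.253 for the response to interferon-gamma (adjusted p = 0.0021, Fisher's exact test). Of the less accessible regions in stimulated Treg, 67.5% lie in the weakest 20% of tested regions by mean CPM. With loess normalization against abundance, chosen after the data were seen, none of 2715 less accessible regions was nearest to a gene of these groups, and the unadjusted p was 0.052, 0.0048 and 0.080 in the same order (Fisher's exact test), so that only the cytokine group passed 0.05. The other 8 of the 12 tests of the family did not pass the adjustment. Regions that share a nearest gene are not independent in these tests. The direction of the stimulated regions was not associated with the list of their nearest gene (odds ratio 1.58, p = 0.71, Fisher's exact test).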

Regions with reduced accessibility in Ikaros-deficient Treg were enriched for nearby genes involved in leukocyte development and differentiation, while regions showing increased accessibility were enriched for genes involved in cytokine signaling and response to interferon-gamma (Figure 5—figure supplement 1d). 

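Accessibility was compared with the genes that the paper lists in Supplementary file 2 as up or down in ex vivo Ikzf1-cko Treg, of which 34 up and 11 down genes were found in the annotation. One of these genes was the nearest gene of 19 ex vivo differential regions. All 15 regions nearest to an up gene were more accessible in Ikzf1-cko Treg, and all 4 regions nearest to a down gene were less accessible (p = 2.6e-04, two-sided Fisher's exact test). Several regions can share a gene and are then not independent. With each gene counted once, by its region with the smallest p, 7 up genes had a more accessible and 3 down genes a less accessible region (p = 0.0083, Fisher's exact test). At an FDR of 0.05 with no threshold on the fold change, 69 regions nearest to up genes were more and 9 less accessible, against 6 and 15 for down genes (odds ratio 19.2, p = 1.7e-07, Fisher's exact test). With the scaling implied by the authors' deposited table, 22 regions nearest to up genes were called, all more accessible, and none nearest to down genes, and the same held for 10 regions after quantile normalization, so that no odds ratio could be computed.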

At genome scale, increased accessibility at genomic elements after deletion of Ikaros correlated significantly with increased expression of nearby genes, while decreased accessibility correlated significantly with reduced gene expression (Figure 5—figure supplement 1e).

**Figure 5.**
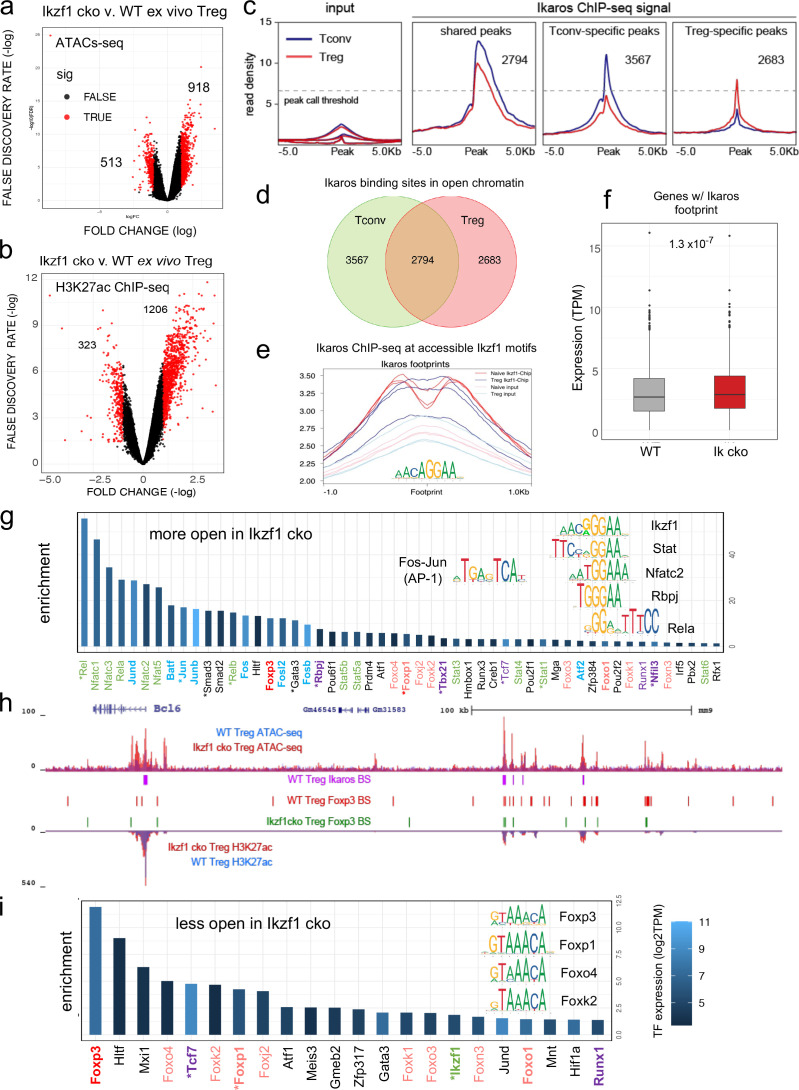
Genome-wide assessment of open chromatin, histone acetylation, and Ikaros occupancy in wild-type (WT) and *Ikzf1*-cko regulatory T cells (Treg). Differential analysis of open chromatin (**a**) and H3K27ac (**b**) in WT vs. *Ikzf1*-cko Treg (FDR <0.05, n=3). Peaks with FC >2 are depicted in red. (**c**) Ikaros ChIP-seq signal (read density) at genomic regions shared (panel 2) in Tconv (blue) vs. Treg (red), unique to Tconv (panel 3), or unique to Treg (panel 4). Panel 1 depicts read densities at the same regions in control input libraries. (**d**) Unique vs. shared Ikaros binding sites in Treg (red) vs. Tconv (green) open chromatin. (**e**) Enrichment of Ikaros ChIP-seq signal (footprint, solid lines) or input background (transparent lines) at accessible Ikaros motifs (AGGAA) in WT Treg (blue) and Tconv (red). (**f**) Expression (tpm) of genes with open chromatin enriched for the Ikaros consensus binding motif in WT vs. *Ikzf1*-cko Treg. (**g**) Enrichment of TF consensus binding motifs in genomic regions that are more accessible in *Ikzf1*-cko Treg. Inset depicts motifs for Ikaros/Ikzf1, Stat, Nfat, Rbpj, Rela, and AP-1. (**h**) Open chromatin (top tracks) and H3K27ac (bottom tracks) in WT (blue) and *Ikzf1*-cko (red) Treg, Ikaros binding sites (purple marks) and Foxp3 binding sites (red marks) in WT Treg, and Foxp3 binding sites in *Ikzf1*-cko Treg (green marks) at the *Bcl6* locus. (**i**) Enrichment of TF consensus binding motifs in genomic regions that are less accessible in *Ikzf1*-cko Treg. Inset depicts motifs for forkhead family members. In (**g**) and (**i**), factors with roles in Treg function are colored green and purple, forkhead family members are colored red, and factors differentially expressed in *Ikzf1*-cko Treg are indicated with an asterisk. ATAC-seq was performed on Treg purified directly ex vivo, while ChIP-seq analyses were performed on Treg expanded in vivo using IL-2/anti-IL-2 complexes.

**Figure 5—figure supplement 1.**
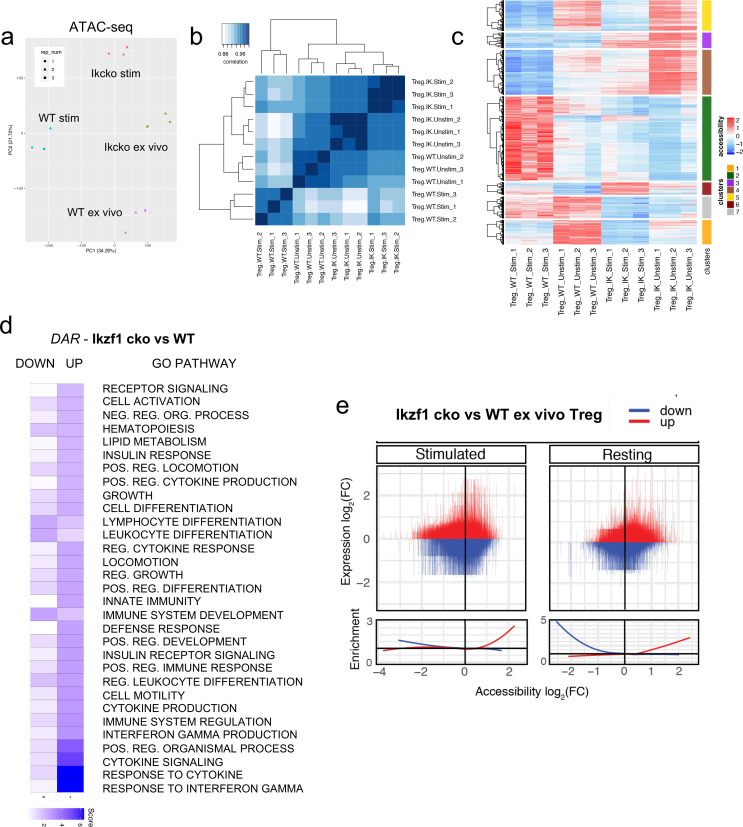
ATAC-seq and H3K27ac ChIP-seq library metrics. Assessment of wild-type (WT) and *Ikzf1*-cko ex vivo and stimulated regulatory T cells (Treg) library reproducibility by principal component (**a**) and spearman correlation (**b**) analysis. (**c**) Hierarchical clustering of 12,030 differentially accessible regions (DAR, FDR <0.05, abs[logFC]>1) into seven groups from the root. Red vs. blue indicate increased vs. decreased accessibility. (**d**) Enrichment of GO terms for genes nearest to differential accessibility (DAR) (FDR <0.05,>5 genes). (**e**) Association of DAR accessibility changes with changes in expression of the nearest gene. Enrichment is over the mean increase or decrease in expression, indicated by red vs. blue.

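Across the 69957 tested regions, the Spearman correlation between libraries of the same group ranged from 0.789 to 0.980 over 12 pairs (median 0.931, SD 0.0637). Between libraries of different groups it ranged from 0.401 to 0.936 over 54 pairs (median 0.750). These correlations are across regions, which are not independent replicates. Stimulated WT libraries were the least alike (0.789 to 0.834), and their median correlation was 0.544 with ex vivo WT and 0.521 with stimulated Ikzf1-cko libraries. Ex vivo WT and ex vivo Ikzf1-cko libraries had a median correlation of 0.908. Without the filter on low values, the median within groups was 0.822. The first principal component of log2(FPKM + 1), scaled per region, held 44.9% of the variance and the second 18.9%.
With the thresholds of the legend, 14932 regions differed between stimulated Ikzf1-cko and stimulated WT Treg, 813 of them more and 14119 less accessible in Ikzf1-cko Treg. Stimulation changed 14011 regions in WT Treg (12386 more and 1625 less accessible) and 2555 regions in Ikzf1-cko Treg (2113 more and 442 less accessible). The latter count was 6792 without Ikzf1-cko ex vivo replicate 3. Its division by direction depended on the scaling, with 1091 more and 1072 less accessible under the scaling implied by the authors' deposited table, which itself lists 208 more and 1153 less accessible regions. In stimulated Treg, loess normalization against abundance, chosen after the data were seen, gave 4416 regions, 1701 of them more accessible in Ikzf1-cko Treg. For stimulation in WT, that normalization gave 2351 more and 2032 less accessible regions. Where at least 3.6 CPM was required in all 12 libraries, stimulation in WT gave 150 more and 1089 less accessible regions. Together with the ex vivo comparison, 19509 different regions were called. In proportion, the filter on low values moved this number most, to 2253 where at least 3.6 CPM was required in all 12 libraries and to 44677 without it, while 51013 regions were called without the threshold on the fold change. The authors' deposited table lists 12030 different regions over 6 comparisons, of which 7858 are in the 4 compared here.

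**Figure D2:**
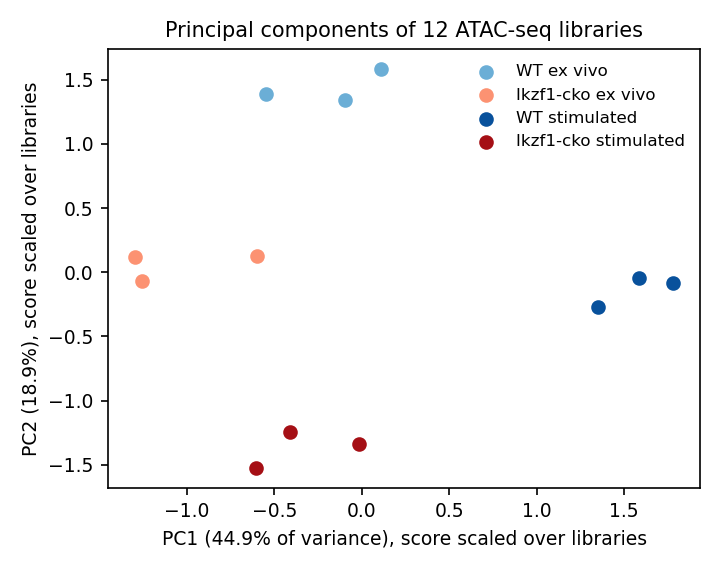
Scores of the 12 libraries on the first (x axis) and second (y axis) principal component of log2(FPKM + 1) over the tested regions, scaled over libraries, with 1 point per library colored by group. The 3 stimulated WT libraries lie at the right end of the first component, with scores from 1.35 to 1.78.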

**Figure 5—figure supplement 2.**
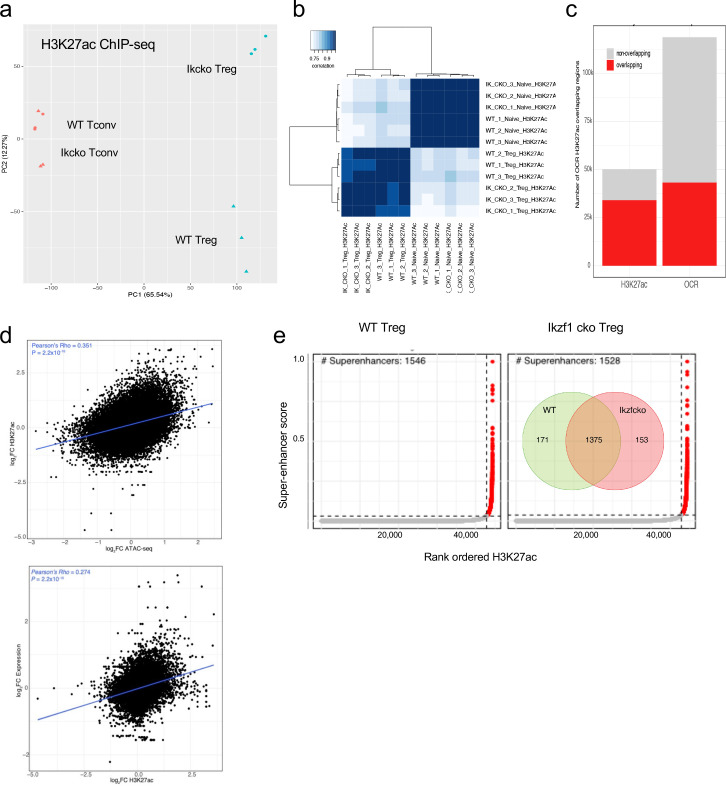
ATAC-seq and H3K27ac ChIP-seq library metrics. Assessment of WT and *Ikzf1*-cko H3K27ac ChIP-seq library reproducibility by principal component (**a**) and pairwise spearman correlation (**b**) analysis. Overlap (**c**) and Pearson correlation between ATAC-seq and H3K27ac ChIP-seq peaks and H3K27ac and gene expression (**d**). Identification of super-enhancer regions based on H3K27ac density (**e**). The Venn diagram (inset) depicts the number of super-enhancers shared between WT and *Ikzf1*-cko Treg (orange), unique to WT Treg (green), and unique to *Ikzf1*-cko Treg (red).

**Figure 5—figure supplement 3.**
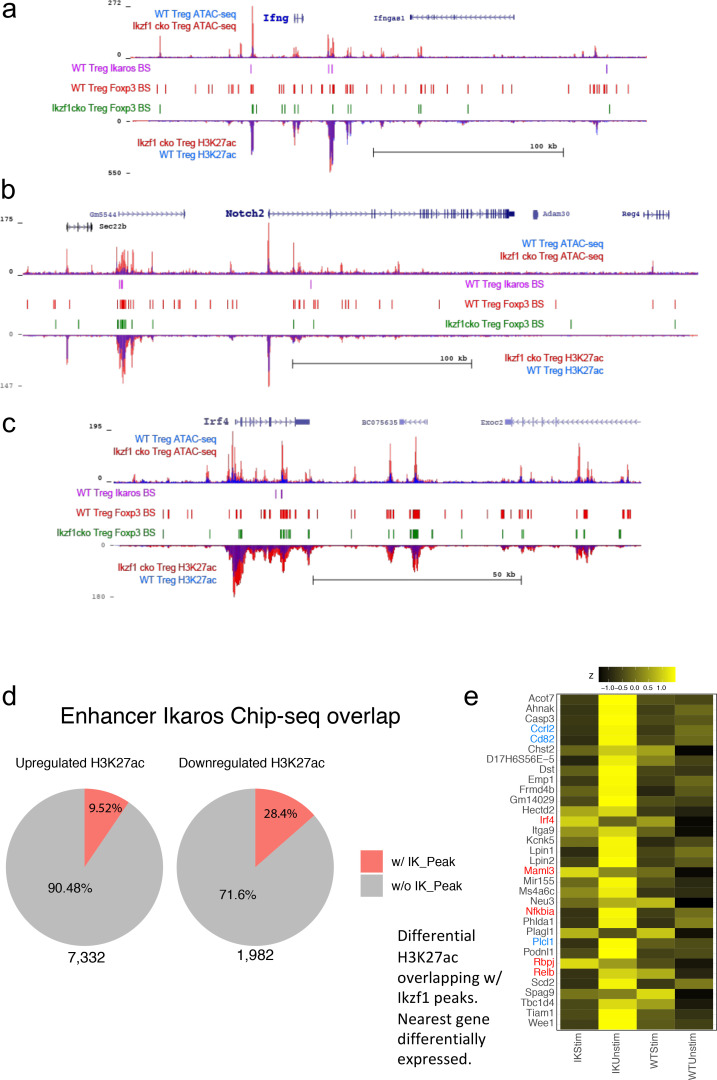
Multi-omic integration of differential ATAC-seq, ChIP-seq and RNA-seq analyses. (**a–c**) Ikaros-dependent changes in accessibility, enhancer signatures, and Foxp3 occupancy at genes differentially expressed in *Ikzf1*-cko regulatory T cells (Treg). Open chromatin (top tracks) and H3K27ac (bottom tracks) in wild-type (WT) (blue) and *Ikzf1*-cko (red) Treg, Ikaros binding sites (purple marks) and Foxp3 binding sites (red marks) in WT Treg, and Foxp3 binding sites in *Ikzf1*-cko Treg (green marks) at the *Ifng* (**a**) and *Notch2* (**b**) and *Irf4* (**c**) loci. (**d**) Overlap between Ikaros ChIP-seq peaks and differentially acetylated regions is indicated in red in the pie charts. (**e**) Differential H3K27ac (z-score) at top Ikaros-bound DEG in ex vivo and stimulated WT and *Ikzf1*-cko Treg.

To explore how Ikaros regulates the Treg enhancer landscape, we measured histone acetylation at nucleosomes flanking open chromatin regions in wild-type and *Ikzf1* cko Treg (n=3, Figure 5—figure supplement 2a and b). Out of approximately 21,000 H3K27ac peaks called in both cell populations, 40% were affected by the loss of Ikaros function (Supplementary file 5), with 323 regions showing a >two-fold reduction acetylation and 1206 regions exhibiting a >two-fold increase in H3K27ac (Figure 5b). Differential analysis also showed that Ikaros controls histone acetylation at ~25% of Treg open chromatin regions (OCR, 9937 out of ~40,000, FDR <0.05), with the vast majority (78%, 7788) showing increased acetylation upon loss of Ikaros function (Supplementary file 5 and Figure 5—figure supplement 2c). At genome scale, enrichment of the H3K27ac mark correlates with regional accessibility (Figure 5—figure supplement 2d), and strength of the enhancer signature at a given element correlates with the level of nearby gene expression (Figure 5—figure supplement 2d). Dense collections of multiple enhancers that tend to drive expression of genes involved in cell identity are called ‘super-enhancers.’ We defined 1700 Treg super-enhancers based on H3K27ac density (Supplementary file 6), 20% of which (324) are regulated by Ikaros (Figure 5—figure supplement 2e).

Ikaros ChIP-seq analysis identified 7642 Ikaros binding sites in WT Tconv, 83% of which (6361) are located in open chromatin, and 7061 Ikaros binding sites in WT Treg, 76% of which (5477) are located in open chromatin (Figure 5c and Supplementary file 7). Of all accessible Ikaros binding sites detected, 39% (3567) were Tconv-specific, 31% (2794) were shared between Tconv and Treg, and 29% (2683) were only detected in Treg (Figure 5d). The Ikaros ChIP-seq signal is enriched at accessible Ikaros motifs in the Treg and Tconv genome (Figure 5e), and the set of genes with accessible Ikaros binding motifs showed increased expression in Ikaros-deficient compared to wild-type Treg (Figure 5f). Motif analysis (Supplementary file 8) at regions that exhibit increased accessibility in *Ikzf1* cko Treg shows enrichment of the Ikaros GGGAA core binding sequence that is shared with immune trans-activators like NFkB, NFAT, Notch, and Stat1/4, and these regions are also enriched for AP-1 (Fos/Jun) and T-bet (Tbx21) motifs (Figure 5g inset). This suggests that Ikaros can directly repress inflammatory gene expression in Treg by competing with NFkB, NFAT, Notch, and Stats for binding to enhancers and recruiting epigenetic factors that silence these elements (Molnár and Georgopoulos, 1994; Trinh et al., 2001; Kleinmann et al., 2008; Katerndahl et al., 2017; Heizmann et al., 2020). 

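Regions that were more accessible in ex vivo Ikzf1-cko Treg were compared with unchanged regions (FDR over 0.500) matched on length and GC content, with up to 3 matched regions for each. The GGGAA core was found on either strand in 368 of the 411 regions (89.5%) and in 997 of 1233 matched regions (80.9%; odds ratio 2.03, adjusted p = 5.7e-05, two-sided Fisher's exact test, 6 tests adjusted by Benjamini-Hochberg). GGGAA is short, and most of the matched regions hold it as well. The AP-1 sequence TGASTCA, in which S stands for C or G, was found in 137 of the 411 regions (33.3%) and in 280 of 1233 matched regions (22.7%; odds ratio 1.70, adjusted p = 5.7e-05, Fisher's exact test). With all other tested regions as the background, the odds ratios were 2.04 for GGGAA and 2.28 for TGASTCA. The match of a short sequence is a coarser measure than the position weight matrices of the study.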

Loci under direct repressive control of Ikaros in Treg include *Bcl6*, *Notch2, Irf4,* and *Ifng* (Figure 5h and Figure 5—figure supplement 3a–c). However, the majority of genomic regions exhibiting increased accessibility in *Ikzf1* cko Treg are not bound by Ikaros in wild-type cells (873 of 918, Figure 5—figure supplement 3d), suggesting that indirect gene regulation due to observed alterations in the expression of other transcription factors is another mechanism by which Ikaros establishes the Treg gene expression program.

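Within 100 kb of the start sites of these genes, accessibility was compared between ex vivo Ikzf1-cko and WT Treg. At Bcl6 (chromosome 16), none of 14 tested regions passed both thresholds (7 had an unadjusted p under 0.05), and at an FDR of 0.05 alone 3 higher and 1 lower regions were found. The intronic OCR_44735 (23982212 to 23983067) had the smallest p and rose from 20.6 ± 1.64 to 30.5 ± 0.594 FPKM (SD, n = 3), a log2 fold change of 0.57 (standard error 0.11, adjusted p = 3.1e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p ranged from 5.7e-06 to 0.051 over the alternatives. OCR_44741 over the start site (23988555 to 23989293, exon 1) rose from 37.3 ± 2.29 to 44.7 ± 1.30 FPKM (SD, n = 3), a log2 fold change of 0.26 (adjusted p = 0.046, with a range from 7.8e-04 to 0.37 over the alternatives). At Notch2 (chromosome 3, 23 regions, 6 higher and 2 lower), OCR_73373 lies 75.3 kb upstream in an intron of Gm5544 (97741613 to 97742180) and passed both thresholds. It rose from 9.84 ± 1.24 to 24.9 ± 2.21 FPKM (SD, n = 3), a log2 fold change of 1.33 (standard error 0.15, adjusted p = 1.4e-07). The start site region OCR_73383 (97816990 to 97818209) had a log2 fold change of 0.26 (adjusted p = 0.027, range 2.7e-04 to 0.37). At Irf4 (chromosome 13, 27 regions, 4 higher and 2 lower), OCR_28658 lies 81.8 kb downstream in an intron of Exoc2 (30922922 to 30923688) and rose from 21.8 ± 3.22 to 36.6 ± 4.11 FPKM (SD, n = 3), a log2 fold change of 0.73 (standard error 0.12, adjusted p = 3.1e-05). The only Irf4 region past both thresholds was less accessible. This intergenic OCR_28636, 21.9 kb upstream (30818742 to 30819240), was chosen after its values were seen and fell from 8.17 ± 1.98 to 3.12 ± 0.517 FPKM (SD, n = 3; log2 fold change -1.34, adjusted p = 0.0014, range 9.7e-04 to 0.14). The Irf4 start site region OCR_28640 (30840178 to 30841443) was not past the threshold (from 27.1 ± 1.99 to 30.3 ± 1.59 FPKM, SD, n = 3; log2 fold change 0.15, adjusted p = 0.19). It passed with the scaling implied by the authors' deposited table (log2 fold change 0.32, adjusted p = 0.0047, range 0.0047 to 0.78). At Ifng (chromosome 10, 18 regions, 6 higher and 0 lower), OCR_15114 over the start site (117877677 to 117878516, exon 1) had the smallest p and passed both thresholds. It rose from 3.96 ± 0.124 to 9.22 ± 1.05 FPKM (SD, n = 3), a log2 fold change of 1.21 (standard error 0.18, adjusted p = 1.4e-05). From the core sequence that Ikaros shares with immune trans-activators at regions of increased accessibility, the paper proposes that Ikaros represses inflammatory genes in Treg by competing for their enhancers. It states these loci as under direct repressive control and shows Ikaros binding sites and H3K27ac there beside open chromatin. Accessibility alone does not test direct control.

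**Figure D3:**
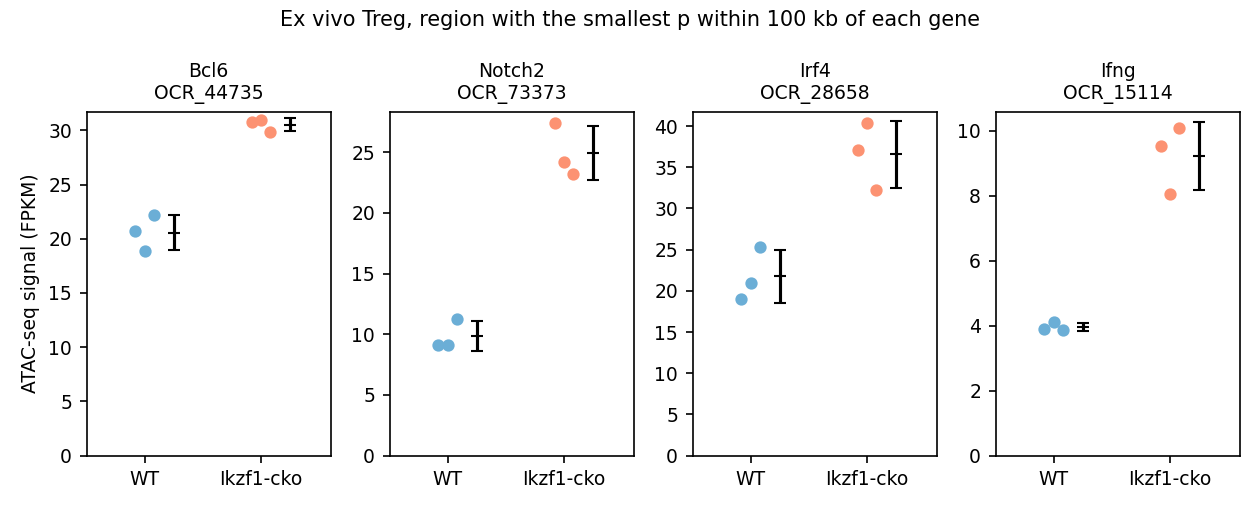
ATAC-seq signal in FPKM (y axis) in ex vivo WT and Ikzf1-cko Treg (x axis) at the region with the smallest p within 100 kb of Bcl6, Notch2, Irf4 and Ifng. Points are the 3 libraries of each genotype, and the black marks are the mean and SD. At Ifng, the mean rose from 3.96 to 9.22 FPKM.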

### Foxp3 cooperates with Ikaros for DNA binding across the Treg genome

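Among regions that were less accessible in ex vivo Ikzf1-cko Treg, GGGAA was found in 2035 of the 2827 regions (72.0%) and in 6485 of 8433 matched regions (76.9%; odds ratio 0.772, adjusted p = 1.1e-06, two-sided Fisher's exact test), and was thus less frequent in the called regions. With the called regions of the authors' deposited table in place of those computed here, it was found in 368 of the 511 regions (72.0%) and in 1205 of 1533 matched regions (78.6%; odds ratio 0.700, adjusted p = 0.0058, Fisher's exact test). Most matched regions hold this short sequence, and its presence is a coarser measure than the position weight matrices of the study, whose motif test is not repeated here.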

Regions that exhibit reduced accessibility in *Ikzf1* cko compared to wild-type Treg are enriched for the binding motif for Ikaros and the motif for TCF1 (Figure 5g), a factor that cooperates with Foxp3 to enforce Treg function (Xing et al., 2019) and is down-regulated in *Ikzf1* cko Treg (Figure 3f). These regions are likewise enriched for the GTAAACA Foxp3/forkhead motif (Figure 5i inset), suggesting that Foxp3 may cooperate with Ikaros at these sites. To test this, we compared Foxp3 genome occupancy in wild-type vs. *Ikzf1* cko Treg by ChIP-seq (Figure 6a, Figure 6—figure supplement 1a–c). 

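The sequence GTAAACA was found on either strand in 190 of the 2827 regions (6.72%) and in 584 of 8433 matched regions (6.93%; odds ratio 0.968, adjusted p = 0.73, two-sided Fisher's exact test), no difference beyond chance. The direction depended on the regions compared. In the called regions of the authors' deposited table, it was found in 56 of the 511 regions (11.0%) and in 138 of 1533 matched regions (9.00%; odds ratio 1.24, adjusted p = 0.29, Fisher's exact test). With all other tested regions as the background, the odds ratio was 0.776 (adjusted p = 8.4e-04, Fisher's exact test). Here too, the presence of a sequence is a coarser measure than the matrices of the study.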

A total of 4423 Foxp3 binding sites were detected in the open chromatin landscape of wild-type Treg (Supplementary file 9), and this ChIP-seq signal was enriched at accessible Foxp3 motifs. Consistent with the motif analyses (Figure 5h), we find a remarkable 74% of all Foxp3 binding sites are co-bound by Ikaros (3255 of 4423 sites, Figure 6b). Loss of Ikaros in *Ikzf1* cko Treg results in reduced Foxp3 binding affinity at 70% of Ikaros-Foxp3 co-bound sites (2254 of 3256, Figure 6b inset), and reduced Foxp3 binding at 80% of all sites strongly bound by Foxp3 in wild-type Treg (3543 of 4422, Figure 6a and c). As a result, the set of all direct target genes with accessible Foxp3 binding motifs showed significantly increased expression in Ikaros-deficient compared to wild-type Treg (Figure 6d).

**Figure 6.**
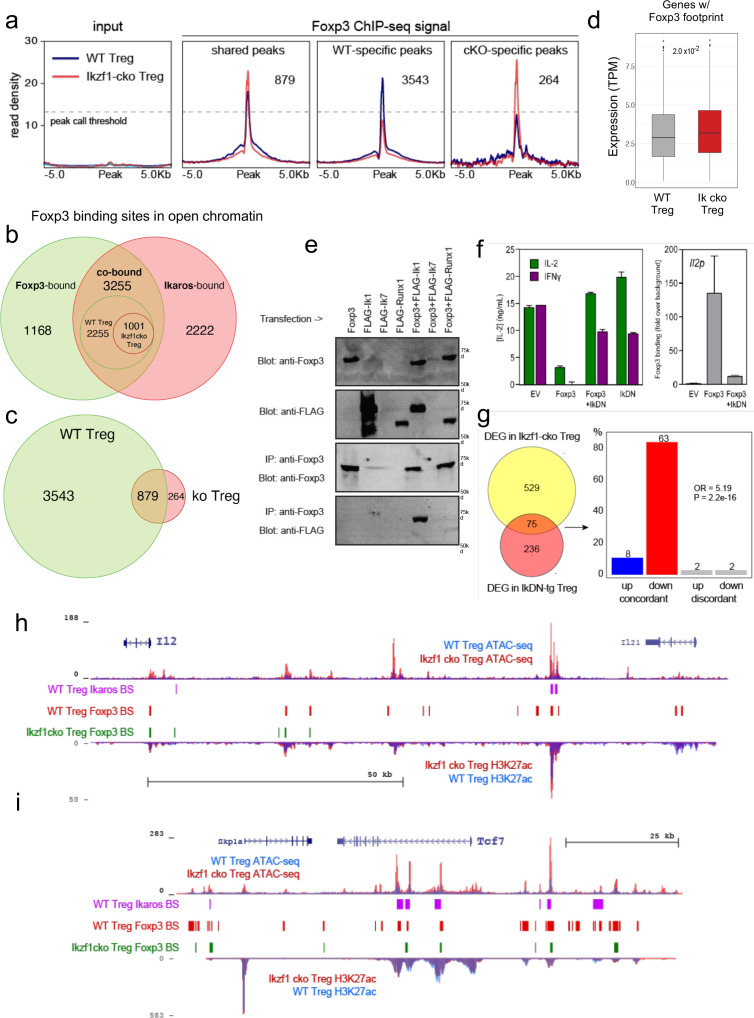
Ikaros-dependent Foxp3 function in regulatory T cells (Treg). (**a**) Input vs. Foxp3 ChIP-seq at genomic regions shared or unique in wild-type (WT) (blue) vs. *Ikzf1*-cko (red) Treg (n=3 per group). (**b**) Foxp3- (green), Ikaros- (red), and Foxp3-Ikaros co-bound (orange) open chromatin regions (OCR). Inset depicts Foxp3-Ikaros co-bound regions in WT (green) vs. *Ikzf1*-cko (red) Treg. (**c**) Foxp3 binding sites in WT (green) vs. *Ikzf1*-cko (red) Treg. (**d**) Expression (tpm) of genes enriched for accessible Foxp3 consensus motifs in WT vs. *Ikzf1*-cko Treg. (**e**) 293T cells transfected with FLAG-tagged full-length Ikaros (Ik1), DNA-binding mutant Ikaros (Ik7), or Runx1 alone (lanes 1–4) or in combination with untagged Foxp3 (lanes 5–7). Whole extracts (panels 1–2) or Foxp3-immunoprecipitated extracts (panels 3–4) probed for Foxp3 or FLAG. (**f**) IL-2 or IFNg production (left panel) and Foxp3 ChIP-qPCR at *Il2* promoter (right panel) in Tconv transduced with vector, Foxp3, Ik7/DN, or Foxp3 + Ik7/DN. (**g**) Concordant vs. discordant genes co-regulated in *Ikzf1*-cko vs. IkDN Treg (odds ratio = 5.19, *P*-value = 2.2 × 10^–16^). (**h, i**) Open chromatin (top) and H3K27ac (bottom) in WT (blue) and *Ikzf1*-cko (red) Treg, Ikaros binding (purple marks), and Foxp3 binding (red marks) in WT Treg, and Foxp3 binding in *Ikzf1*-cko Treg (green marks) at *Il2* (**h**) and *Tcf7* (**i**). Figure 6—source data 1.Immunoblot analysis of Foxp3-Ikaros co-precipitation in transfected HEK293T cells.

**Figure 6—figure supplement 1.**
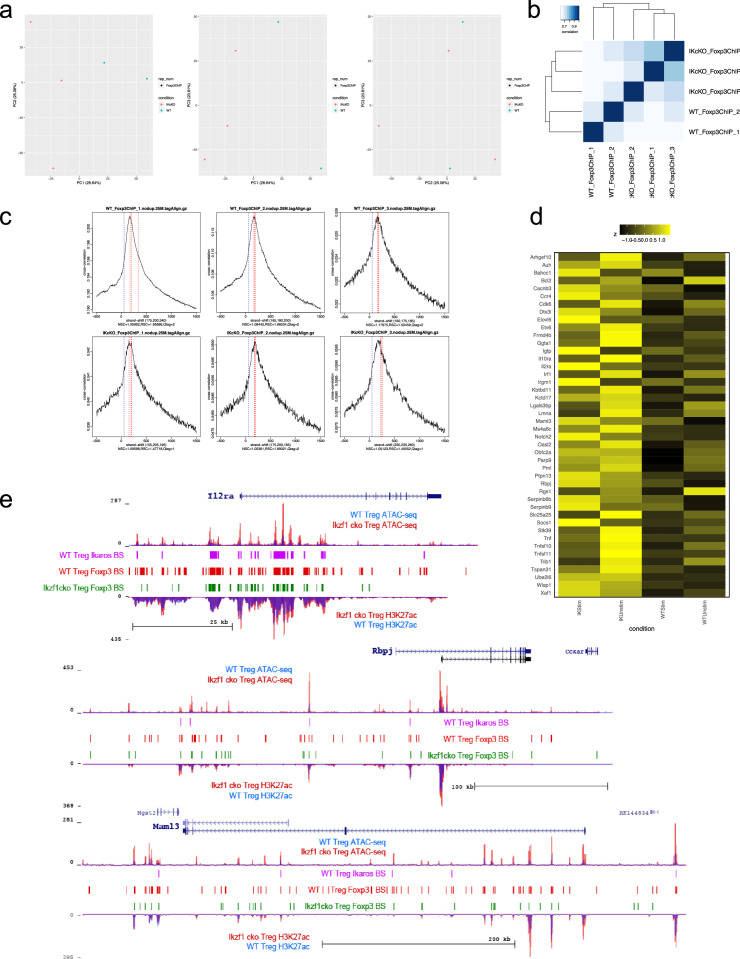
Foxp3 ChIP-seq library metrics. Assessment of wild-type (WT) and *Ikzf1*-cko library reproducibility by principal component (**a**) and pairwise spearman correlation (**b**) analysis. (**c**) Strand cross-correlation analysis of FoxP3 ChIP-seq signal vs. noise corresponding to the broad peak (red) and phantom peak (blue; mappability bias). (**d**) Differential H3K27ac (z-score) at top Foxp3-bound differential expression gene (DEG) in ex vivo and stimulated WT and *Ikzf1*-cko Treg. (**e**) Ikaros-dependent changes in accessibility, enhancer signatures, and Foxp3 occupancy at the *Il2ra, Rbpj,* and *Maml3* genes differentially expressed in *Ikzf1*-cko Treg. Open chromatin (top tracks) and H3K27ac (bottom tracks) in WT (blue) and *Ikzf1*-cko (red) Treg, Ikaros binding sites (purple marks) and Foxp3 binding sites (red marks) in WT Treg, and Foxp3 binding sites in *Ikzf1*-cko Treg (green marks).

Consistent with these observations, we find that Ikaros and Foxp3 exist in a complex in the nuclei of cells (Figure 6e), confirming prior proteomic data suggesting a physical interaction between Foxp3 and Ikaros in transfected cells (Rudra et al., 2012). At the Foxp3 and Ikaros co-bound target genes *Il2* and *Ifng*, retroviral expression of Foxp3 in CD4 + T cells results in direct promoter occupancy and silencing of both genes (Figure 6f). Co-expression of dominant-negative Ikaros (IkDN or Ik7) abrogates the binding of Foxp3 to the *Il2* promoter and inhibits the repressive activity of Foxp3 (Figure 6f). At genome scale, a significant number of genes in addition to *Il2* are concordantly regulated by both dominant-negative Ikaros and *Ikzf1* gene deletion (Figure 6g). In addition to the promoter, we also observe Ikaros-Foxp3 co-binding at a defined distal enhancer of *Il2* located 83 kb upstream of the promoter (Mehra and Wells, 2015) in wild-type Treg (Figure 6h). 

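No region of the authors' reference set lies from 80 to 86 kb upstream of the Il2 start site (chromosome 3, 37024881). The nearest tested regions below that distance were chosen after their values were seen. OCR_70750 (37102882 to 37103830, intergenic, 78.0 kb upstream) had 23.5 ± 2.47 FPKM in ex vivo WT and 26.3 ± 2.14 FPKM in ex vivo Ikzf1-cko Treg (SD, n = 3). Its log2 fold change of 0.16 was not beyond the spread between replicates (standard error 0.11, adjusted p = 0.30, edgeR's quasi-likelihood test). With the scaling implied by the authors' deposited table it was 0.33 (adjusted p = 0.025, range 0.025 to 0.76 over the alternatives). OCR_70751 (37103963 to 37104797, intergenic, 79.1 kb upstream) fell from 21.1 ± 2.92 to 16.4 ± 1.11 FPKM (SD, n = 3), a log2 fold change of -0.34 (standard error 0.12, adjusted p = 0.044, range 0.025 to 0.30). Between the genotypes, the log2 fold change of OCR_70750 was 0.53 in stimulated Treg (standard error 0.13, adjusted p = 0.0011, range 5.5e-06 to 0.097 over the alternatives), and that of OCR_70751 was 0.078 in stimulated Treg (standard error 0.14, adjusted p = 0.67, range 0.030 to 0.96). Over the Il2 start site, OCR_70740 (37024546 to 37025513) had 8.14 ± 2.96 FPKM in WT and 7.46 ± 1.24 FPKM in Ikzf1-cko Treg (SD, n = 3), and the libraries of the genotypes overlapped (log2 fold change -0.16, standard error 0.19, adjusted p = 0.55). The sign of the latter changed with the scaling implied by the authors' deposited table (log2 fold change 0.011). The region with the smallest p within 100 kb, the intergenic OCR_70746 (37073291 to 37074140, 48.4 kb upstream), fell from 11.0 ± 1.66 to 7.31 ± 0.464 FPKM (SD, n = 3; log2 fold change -0.58, adjusted p = 0.015, range 0.0080 to 0.54).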

Loss of Ikaros function in *Ikzf1* cko Treg results in loss of Foxp3 binding at this enhancer, which is accompanied by increased histone acetylation, chromatin accessibility (Figure 6h), and *Il2* expression (Figures 1 and 2). Other examples of Foxp3-regulated genes that exhibit Ikaros-dependent Foxp3 binding, enhancer activity, and expression are *Tcf7* (Figure 6i), *Il2ra, Rbpj,* and *Maml3* (Figure 6—figure supplement 1d and e). Together, these results indicate that a large portion of the Treg epigenome and transcriptome, including two-thirds of the core Treg program and the majority of the Foxp3 gene regulatory program, is dependent on Ikaros.

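Accessibility was compared in the same way at Tcf7, Il2ra, Rbpj and Maml3. At Tcf7 (chromosome 11, 31 tested regions within 100 kb), 2 higher and 3 lower regions were found at an FDR of 0.05. OCR_17927, which had the smallest p, lies 57.6 kb upstream (52154328 to 52155171, intergenic, nearest to Vdac1) and fell in Ikzf1-cko Treg from 25.4 ± 1.29 to 16.2 ± 0.428 FPKM (SD, n = 3; log2 fold change -0.65, standard error 0.12, adjusted p = 1.2e-04, edgeR's quasi-likelihood test). It did not pass the threshold on the fold change. At the same locus, a less accessible and a more accessible region passed both thresholds and were chosen after their values were seen. The intergenic OCR_17916, 26.3 kb upstream (52122949 to 52123306), fell from 17.8 ± 1.06 to 8.22 ± 2.34 FPKM (SD, n = 3; log2 fold change -1.13, adjusted p = 2.1e-04). The intergenic OCR_17922, 41.2 kb upstream (52137892 to 52138848, nearest to Vdac1), rose from 3.85 ± 0.987 to 8.27 ± 1.39 FPKM (SD, n = 3; log2 fold change 1.09, adjusted p = 1.3e-04). No change was detectable in OCR_17910 over the Tcf7 start site (52095840 to 52097481, log2 fold change 0.070, adjusted p = 0.74). At Il2ra (chromosome 2, 28 regions, 2 higher and 2 lower), the intergenic OCR_60376, 23.8 kb upstream (11540255 to 11540653), passed both thresholds and fell from 15.1 ± 0.418 to 6.34 ± 1.26 FPKM (SD, n = 3; log2 fold change -1.23, standard error 0.23, adjusted p = 2.4e-04). The Il2ra start site region OCR_60385 (11563775 to 11564724) had a log2 fold change of 0.092 (adjusted p = 0.56). At Rbpj (chromosome 5, 15 regions), 6 higher and 0 lower regions were found at an FDR of 0.05. OCR_86137 covers an exon of Rbpj 34.3 kb downstream of the first start site (53981314 to 53982046), had the smallest p and rose from 40.7 ± 3.20 to 66.0 ± 3.30 FPKM (SD, n = 3; log2 fold change 0.69, standard error 0.099, adjusted p = 6.9e-06). The Rbpj region past both thresholds, the intronic OCR_86140 43.3 kb downstream (53990347 to 53990766), was chosen after its values were seen and rose from 7.84 ± 1.57 to 16.9 ± 2.92 FPKM (SD, n = 3; log2 fold change 1.14, adjusted p = 2.5e-04). OCR_86131, the tested region nearest to the first start site (53937490 to 53938388), had a log2 fold change of 0.42 (adjusted p = 0.11). With the scaling implied by the authors' deposited table it was 0.59 (adjusted p = 0.018, range 0.018 to 0.42 over the alternatives). At Maml3 (chromosome 3, 17 regions), 5 higher and 0 lower regions were found at that FDR and none passed both thresholds (6 had an unadjusted p under 0.05). The intronic OCR_71304 (51905671 to 51907442) rose from 25.8 ± 1.38 to 35.0 ± 0.571 FPKM (SD, n = 3; log2 fold change 0.43, standard error 0.073, adjusted p = 6.7e-05). OCR_71306 over the Maml3 start site (51908758 to 51909095) had a log2 fold change of 0.051 (adjusted p = 0.82). Over these genes and Bcl6, Notch2, Irf4, Ifng and Il2, 7 of 183 tested regions passed both thresholds, 4 more and 3 less accessible. At an FDR of 0.05 alone, 35 were more and 12 less accessible.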

### Ikaros is required for Treg control of conventional T cell differentiation

The large-scale dysregulation of gene expression in *Ikzf1*-cko Treg, especially upon stimulation, suggests that extrinsic control of inflammatory immune responses may be dysregulated in mice lacking Ikaros in the Treg lineage. We observed no clear signs of frank autoimmunity in aged (1-year-old) *Ikzf1*-fl-Foxp3-YFP-Cre mice (Figure 7—figure supplement 1a). The conventional T cell pool in 6–8 week-old (Figure 7) and 10-month-old (Figure 7—figure supplement 1) *Ikzf1*-fl-Foxp3-YFP-Cre mice showed a statistically significant accumulation of CD4+ T cells (Figure 7a, Figure 7—figure supplement 1b) with a memory phenotype (Figure 7b and c), and a concomitant reduction in naive phenotype CD4+ T cells (Figure 7d, Figure 7—figure supplement 1b). Ikaros-deficient Treg maintained comparable suppressive activity against wild-type Tconv in vitro (Figure 7e), however, Ikaros-sufficient, conventional CD4+ T cells from mice lacking Ikaros in the Treg lineage were resistant to suppression by both *Ikzf1*-cko and wild-type Treg (Figure 7f and g), likely due increased frequency of suppression-resistant memory cells (Yang et al., 2007; Afzali, 2011). At 6 months, *Ikzf1*-fl-Foxp3-YFP-Cre mice also exhibited increased frequencies of follicular helper CD4 + T cells in the lymph nodes and spleen (Figure 7h), which was associated with elevated levels of total IgM, IgG, and especially IgA in the serum (Figure 7i). The elevated IgA was accompanied by increased frequencies of IgA-positive B cells in the spleen and mesenteric lymph nodes (Figure 7j and k). These results suggest perturbed immune homeostasis in mice that lack Ikaros function in Treg owing to a defect in the control of conventional CD4 + T cell differentiation.

**Figure 7.**
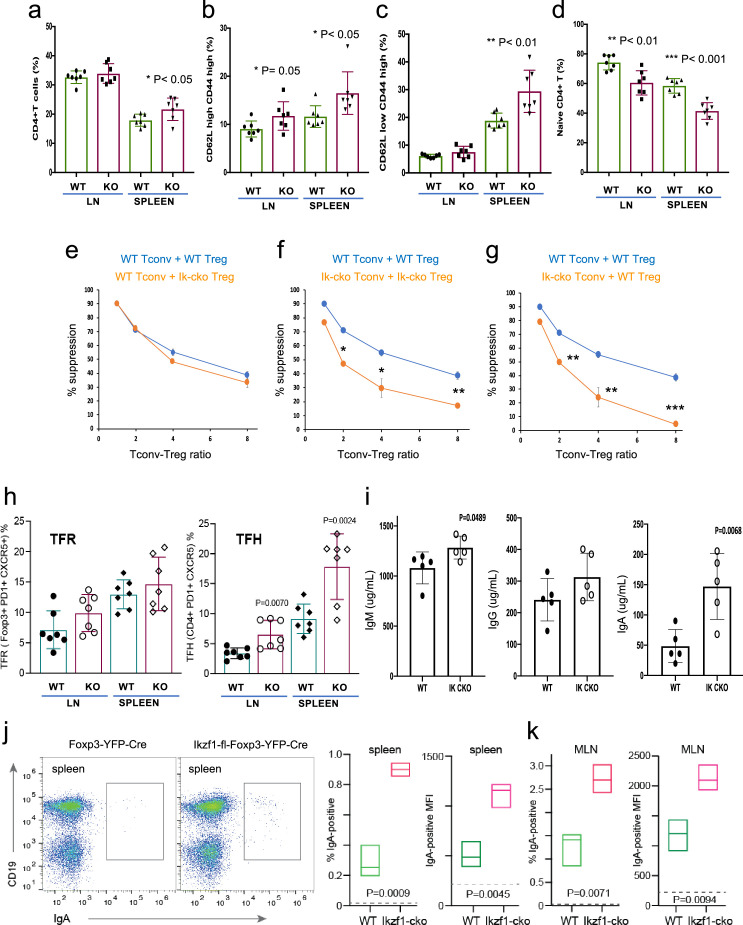
Immunophenotyping of Tconv from *Ikzf1*-fl-Foxp3-YFP-Cre and Foxp3-YFP-Cre mice. Frequencies of total (**a**), memory (**b, c**), and naïve (**d**) phenotype Tconv in secondary lymphoid tissues of 6–8 week-old *Ikzf1*-fl-Foxp3-YFP-Cre (purple) and Foxp3-YFP-Cre (green) mice (n=7). (**e**) In vitro suppressive activity of wild-type (WT) (blue) vs. *Ikzf1*-deficient (orange) Treg against Tconv from WT mice. (**f**) In vitro suppressive activity of WT Treg against Tconv from WT mice (blue) vs. *Ikzf1*-deficient Treg against Tconv from *Ikzf1*-cko mice (orange). (**g**) In vitro suppressive activity of WT Treg against Tconv from WT (blue) vs. *Ikzf1*-deficient mice (orange). Tconv proliferation was measured by dye dilution in all cultures (n=3). (**h**) Frequencies of Foxp3+PD1^hi^CXCR5^hi^ follicular regulatory T cells (Tfr) and PD1^hi^CXCR5^hi^ follicular helper T cells (Tfh) in secondary lymphoid tissues of 6-month-old *Ikzf1*-fl-Foxp3-YFP-Cre (purple) and Foxp3-YFP-Cre (green) mice (n=7). (**i**) Total serum levels of IgM, IgG, and IgA from *Ikzf1*-fl-Foxp3-YFP-Cre vs. Foxp3-YFP-Cre mice (n=4). Frequency of IgA-positive B cells and surface density (MFI) of IgA-positive B cells in spleen (**j**) and mesenteric lymph nodes (**k**) from 9-month-old WT (green) vs. *Ikzf1*-deficient (red) mice (N=3). p-values are indicated for significant differences.

**Figure 7—figure supplement 1.**
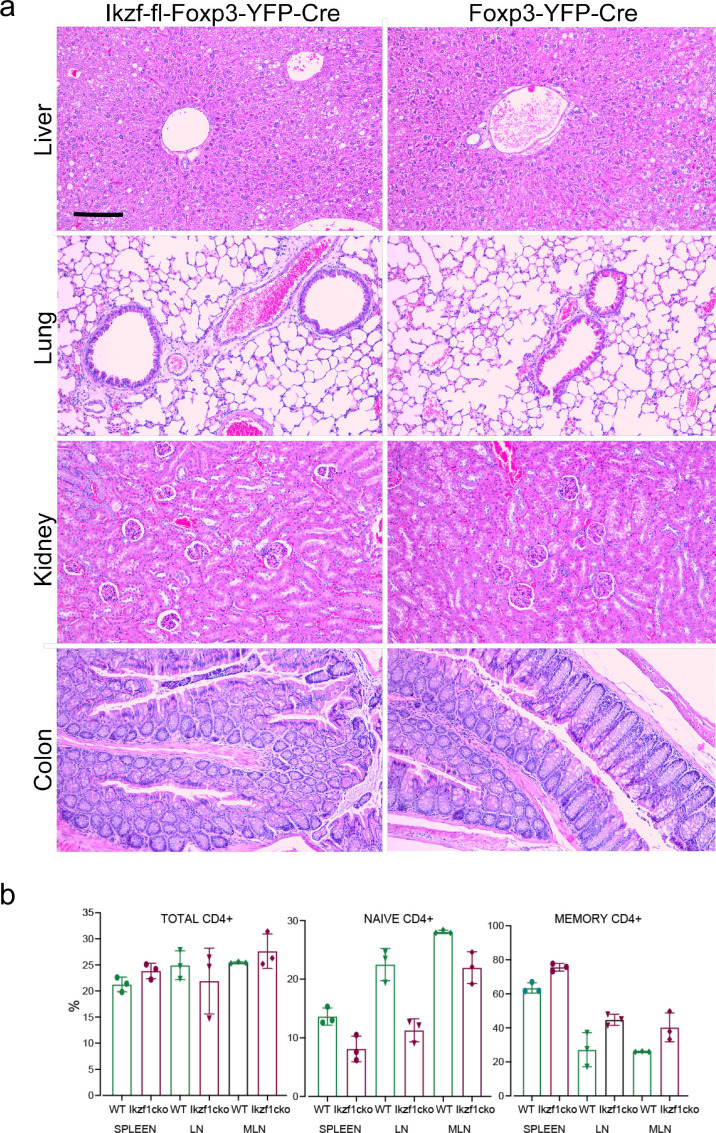
Histology of 1-year-old *Ikzf1*-fl-Foxp3-YFP-Cre and Foxp3-YFP-Cre control mice. (**a**) Analysis of hematoxylin and eosin (H&E)-stained paraffin sections of liver, lung, kidney, and colon from 1-year-old *Ikzf1*-fl-Foxp3-YFP-Cre (n=3) or age-matched Foxp3-YFP-Cre control mice (n=3). Representative images at 100 X magnification are shown. Scale bar = 100 µm. All tissues showed normal appearance with no evidence of spontaneous autoimmunity. (**b**) Immunophenotyping of Tconv from *Ikzf1*-fl-Foxp3-YFP-Cre and Foxp3-YFP-Cre mice. Frequencies of total (left panel), CD62L^hi^CD44^lo^ naive (middle panel), and CD62L^lo^CD44^hi^ memory (right panel) phenotype Tconv in secondary lymphoid tissues of 10-month-old *Ikzf1*-fl-Foxp3-YFP-Cre (purple) and Foxp3-YFP-Cre (green) mice (n=3).

### Ikaros is required for Treg control of pathogenic T cell-mediated mucosal inflammation and acquired immune tolerance

To address this, we tested the ability of Ikaros-deficient Treg to control inflammatory colitis in an in vivo adoptive transfer model of IBD. Rag-deficient mice that received conventional CD4+CD25-negative T cells alone (n=5) developed severe disease as evidenced by progressive weight loss (Figure 8a), gross and histological intestinal pathology (Figure 8b and Figure 8—figure supplement 1a), extensive cellular infiltration, and tissue damage in the inner mucosal epithelial layer of the colon (Figure 8c), and high numbers of activated Tconv in the colon (Figure 8c), spleen and mesenteric lymph nodes of these animals (Figure 8—figure supplement 1d–g). Upon co-transfer into Rag-deficient mice (n=5), wild-type Treg accumulated in the mesenteric lymph nodes (Figure 8—figure supplement 1i) and colon (Figure 8d), were able to control the activation and expansion of conventional helper T cells in lymphoid tissues (Figure 8—figure supplement 1e and g), and limit CD4+ T cell infiltration into the intestinal epithelium (Figure 8d). Recipients of wild-type Treg exhibited only mild intestinal pathology at the gross and microscopic levels (Figure 8b and d and Figure 8—figure supplement 1b), and lost little weight over the course of the experiment (Figure 8a). Co-transferred Ikaros-deficient Treg accumulated in the spleen (Figure 8—figure supplement 1h and i) and, despite reduced expression of the alpha4-beta7 integrin (*Itga4, Itgb7*) and *Ccr9* genes involved in homing to the intestine, accumulated in the intestinal epithelium to numbers 5–10-fold higher than in the recipients of wild-type Treg (Figure 8e). Despite the presence of large numbers in the intestinal mucosa, Ikaros-deficient Treg were completely unable to protect RAG-deficient mice (n=5) from infiltration and colitis mediated by wild-type conventional T cells at the level of weight loss (Figure 8a) and intestinal pathology (Figure 8b and e and Figure 8—figure supplement 1c). Similar to mice that received no Treg, recipients of Ikaros-deficient Treg exhibited extensive inflammatory infiltrates in the colon, with thickening and detachment of the epithelial layer from underlying tissues (Figure 8e). Cell necrosis and mononuclear lymphocyte infiltration were also more pronounced in recipients of Ikaros-deficient Treg. These results indicate that Treg depend on Ikaros to control mucosal inflammation during a conventional T cell response.

**Figure 8.**
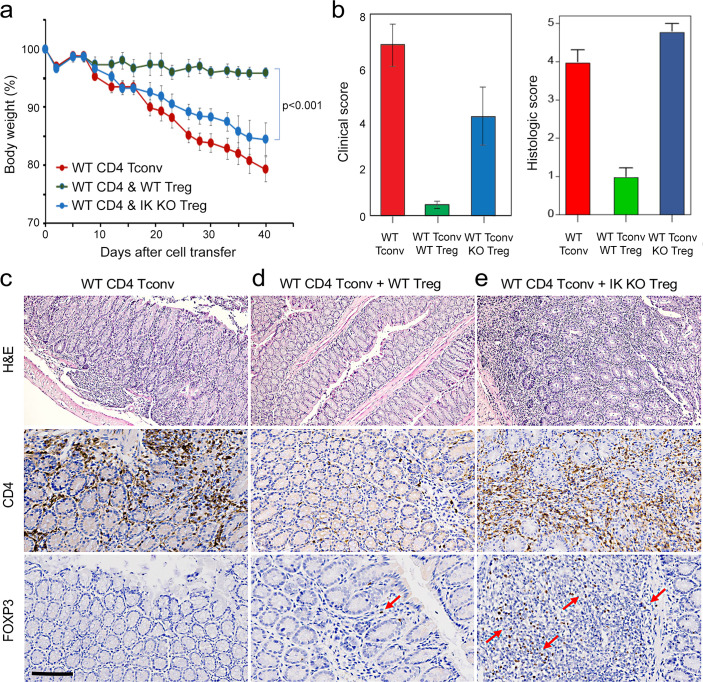
Role of Ikaros in regulatory T cells (Treg)-mediated control of inflammatory colitis. Wild-type (WT) CD4 +CD25- Tconv were transferred alone (red), or together with WT (green) or *Ikzf1*-cko (blue) CD4 +CD25+Treg into RAG1ko mice (n=5). Animal weight was monitored for 40 days (**a**), and intestines were scored for pathology at the gross and histologic levels (**b**). Example histopathology of colons from RAG1ko recipients of WT Tconv (**c**), WT Tconv+WT Treg (**d**), and WT Tconv+*Ikzf1* cko Treg (**e**). Hematoxylin and eosin (H&E) (top row), CD4 (middle row), and Foxp3 (bottom row) staining are shown at 200x. Scale bar = 100 µm. Mean Foxp3 + cells per 200 X field from n=3 animals is 3.4 in (**d**) and 22 in (**e**), *p*<0.05.

**Figure 8—figure supplement 1.**
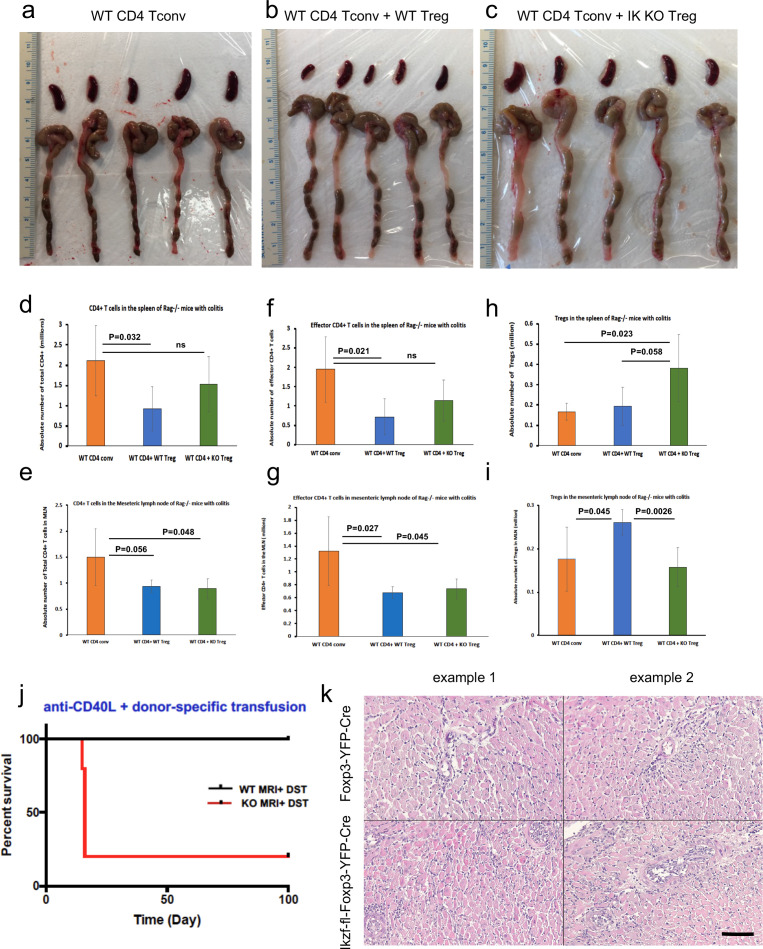
Role of Ikaros in regulatory T cells (Treg)-mediated protection from colitis. Spleens and colons from Rag1ko recipients of wild-type (WT) Tconv (**a**), WT Tconv plus WT Treg (**b**) and WT Tconv plus *Ikzf1*-cko Treg (**c**) harvested at day 40 post-transfer. Quantitation of total CD4 + T cells (**d, e**), CD4+CD44+ effector Tconv (**f, g**), and CD4+Foxp3+ Treg (**h, i**) in the spleens (**d, f, h**) and mesenteric lymph nodes (**e, g, i**) from Rag1ko recipients of WT Tconv (orange), WT Tconv plus WT Treg (blue) and WT Tconv plus *Ikzf1*-cko Treg (green) harvested at day 40 post-transfer. Role of Ikaros in Treg-dependent acquired cardiac transplant tolerance. (**j**) B6 *Ikzf1*-fl-Foxp3-YFP-Cre (red) or Foxp3-YFP-Cre (black) mice received BALB/c cardiac allografts, donor-specific transfusion (DST), and anti-CD40L. Graft survival was monitored for 100 days. (**k**) Histopathological analysis of cardiac grafts harvested at day 14 post-transplant from Foxp3-YFP-Cre and *Ikzf1*-fl-Foxp3-YFP-Cre recipients (n=3, scale = 200 x, scale bar = 100 µm).

Regulatory T cells are required for the induction of peripheral alloimmune tolerance. To determine whether Treg-intrinsic Ikaros function is required for acquired tolerance to organ transplants, we transplanted fully mismatched cardiac allografts into *Ikzf1*-fl-Foxp3-YFP-Cre or control Foxp3-YFP-Cre mice under combined blockade of the CD28 and CD40 costimulatory pathways (n=5 per group). While costimulatory blockade induced long-term allograft tolerance in wild-type recipients, this treatment failed to induce tolerance in mice lacking Ikaros in the Treg lineage (Figure 9a). Similar results were obtained when anti-CD40L plus donor-specific transfusion was used as a tolerizing regimen (Figure 8—figure supplement 1j and k). Intragraft analysis of gene expression showed elevated levels of multiple Th1-related transcripts in rejecting grafts from *Ikzf1*-Treg-cko recipients, despite elevation of Foxp3 (Figure 9b). Histopathological analysis of cardiac graft tissue from *Ikzf1*-Treg-cko recipients showed extensive myocardial necrosis (Figure 9c) associated with increased CD4 + T cell infiltration despite numbers of Foxp3+ Treg comparable to that in tolerant recipients (Figure 9d). These results reveal an important role for Ikaros in the ability of Treg to control inflammation and establish acquired immune tolerance.

**Figure 9.**
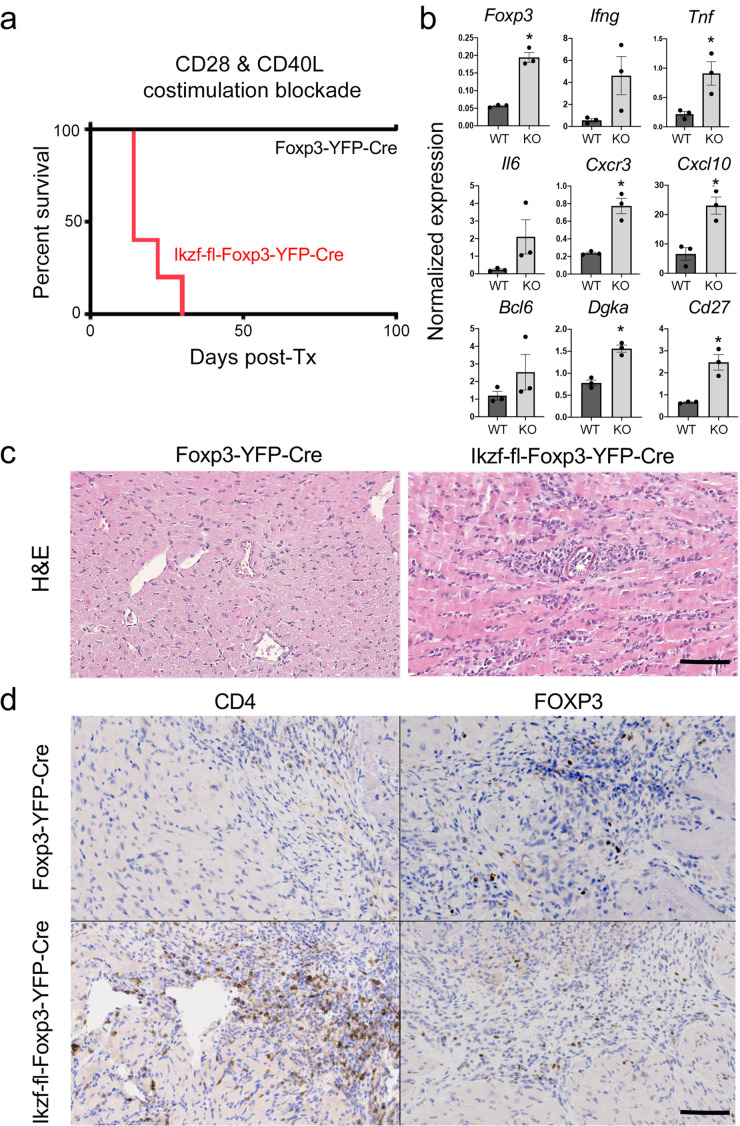
Role of Ikaros in regulatory T cells (Treg)-dependent acquired cardiac transplant tolerance. (**a**) B6 *Ikzf1*-fl-Foxp3-YFP-Cre (red) or Foxp3-YFP-Cre (black) mice (n=5) received BALB/c cardiac allografts under combined CD28 +CD40 costimulatory blockade and graft survival was monitored for 100 days. (**b**) Analysis of intra-graft transcript levels of the indicated genes from grafts harvested at day 19 post-transplant (*p<0.01). Histopathological analysis of cardiac grafts harvested at day 19 post-transplant from Foxp3-YFP-Cre and *Ikzf1*-fl-Foxp3-YFP-Cre recipients by hematoxylin and eosin (H&E) (**c**) and CD4 and Foxp3 (**d**) staining (scale = 200 x, scale bar = 100 µm).

## Discussion

The studies reported here establish a crucial role for Ikaros in regulatory T cells that cannot be replaced by the Ikaros family members Helios, Eos, or Aiolos. While Ikaros is required for induction of Foxp3 by TGF-B in conventional T cells (Heller et al., 2014), thymic-derived Ikaros-deficient Treg exhibited normal Foxp3 expression. Instead, loss of Ikaros activity results in significant dysregulation of the Treg gene expression program, including pro-inflammatory cytokine and chemokine genes normally not expressed by Treg (e.g. *Ifng, Tnf, Il3, Il12rb, Tlr2*), and genes required for normal Treg function (e.g. *Tcf7, Lef1, Satb1, Nr4a1*). Many of these dysregulated genes are Foxp3 targets, and we show that Foxp3 cooperates with Ikaros to occupy the majority of Foxp3 binding sites in Treg.

Mice with Treg lineage-specific loss of Ikaros occupancy showed an accumulation of activated regulatory and helper T cells in the secondary lymphoid tissues, but no evidence for increased T cell infiltration into organs or frank autoimmunity. This might be explained by the fact that Treg isolated directly ex vivo showed elevated expression of many genes that promote Treg function, potentially balancing the dysregulated program predicted to have deleterious effects on Treg homeostasis and function. However, upon TCR stimulation, *Ikzf1*-deficient Treg induce a set of inflammatory Th1, Notch, and Wnt pathway genes normally repressed in Treg, and fail to control in vivo cellular and humoral immune responses mediated by conventional T cells. Importantly, our results show that the loss of suppressive function in vivo is not due to failure of Treg to home to sites of tissue inflammation. The lack of spontaneous inflammation or autoimmunity in *Ikzf1*-fl-Foxp3-Cre mice is similar to mice with Treg-specific deletion of *Prdm1 (*Bankoti et al., 2017; Cretney et al., 2018), *Icos* (Guo et al., 2008), *Il10* (Rubtsov et al., 2008) and *Mef2d* (Di Giorgio et al., 2020). Mice lacking *Il10* in Treg exhibit mild colitis, but no autoimmunity, while mice with deletion of *Prdm1* in Treg show signs of autoimmunity only in aged mice. Moreover, deletion of *Mef2d, Blimp1, Icos,* or *Il10* in Treg does not impact their suppressive activity in vitro, but impairs their function in vivo in the context of inflammation.

Although the literature is not in complete agreement, Eos and Helios are considered to be necessary for Treg function through their contribution to the Treg gene expression program. Eos, like Ikaros, is required to repress inflammatory gene expression by Treg (Pan et al., 2009; Gokhale et al., 2019), and Eos can cooperate with Foxp3 to strengthen a core Treg gene expression program when ectopically co-expressed in conventional T cells (Fu et al., 2012). Loss of Helios function in Treg has the primary effect of destabilizing *Foxp3* expression (Getnet et al., 2010; Sebastian et al., 2016; Kim et al., 2015), and also contributes to core Treg gene expression when ectopically co-expressed with Foxp3 (Fu et al., 2012). Despite these functions, neither Eos, Helios, nor Aiolos were able to compensate for the loss of Ikaros, despite the fact that *Ikzf1*-deficient Treg express all these proteins at comparable or higher levels as compared to wild-type Treg. The availability of Helios ChIP-seq (Kim et al., 2015) and Helios-dependent gene expression (Yates et al., 2018) data allowed us to compare Ikaros and Helios genome occupancy and gene regulatory programs (Figure 10). Of the 1838 Helios binding sites and 5477 Ikaros binding sites detected in Treg open chromatin, 64 are shared, representing only ~3.5% of Helios binding sites and ~1% of Ikaros binding sites. Similarly, we found a statistically significant overlap between the Ikaros-dependent set of 660 genes and the Helios-dependent set of 147 genes, but this consisted of only nine genes (Figure 10). For five of these genes, Ikaros and Helios have the same effect on expression, while Ikaros and Helios have the opposite effect on expression of the other four genes. This level of discordance at the level of both genome occupancy and gene regulation likely explains whey Helios, for example, cannot compensate for the loss of Ikaros in Treg.

**Figure 10.**
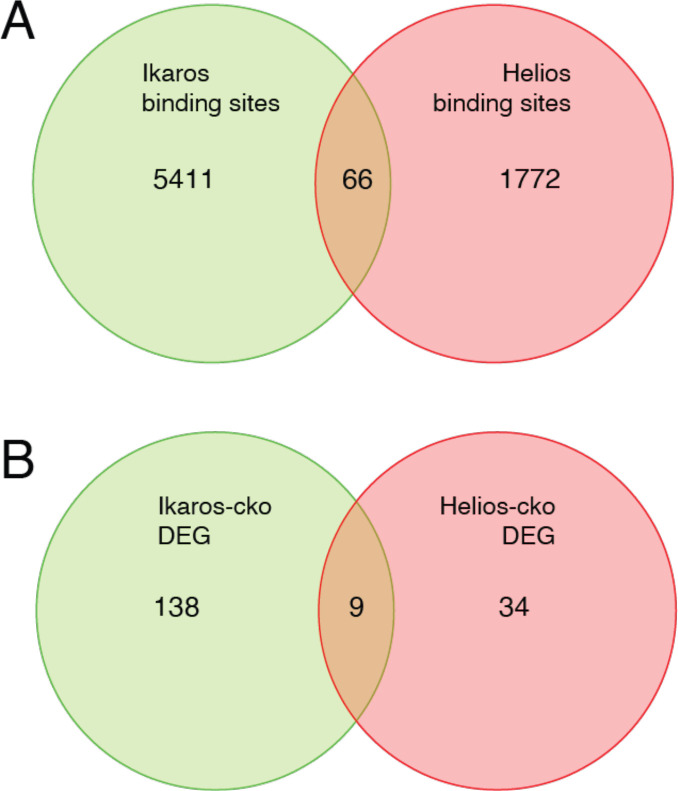
Comparison of Ikaros vs. Helios binding sites and regulated genes. Venn diagram in (**A**) depicts the comparison of published ChIP-seq Helios binding sites (Kim et al., 2015) (one replicate) with at least one bp of overlap with Ikaros binding sites from this study. Venn diagram in (**B**) depicts the overlap of differentially expressed genes (FDR <0.5 & abs(log2FC)>1) in Ikaros or Helios conditional knockout (Yates et al., 2018).

Coding mutations in *IKZF1* in humans are a cause of common variable immune deficiency (CVID) and autoimmunity (Boast et al., 2021). To date, studies have focused on the impact of these mutations on T and B lymphocyte function, and our results here suggest Treg defects could also contribute to the immune dysregulation observed in these patients. In addition, common genetic polymorphism at the *IKZF1* locus have been associated with SLE susceptibility by GWAS (Cunninghame Graham et al., 2011), and one mechanism for this is an SLE-associated distal regulatory element required for normal expression of Ikaros in human T cells (Su et al., 2020). Given the important roles for Ikaros in conventional B and T cell function, and its role newly defined here in regulatory T cell function, Ikaros is a relevant target for novel therapies for autoimmunity, organ transplant rejection, and cancer.

## Methods

### Antibodies

Fluorochrome-conjugated anti-mouse monoclonal antibodies CD3-AF700 (cat # 100216), CD4-BV785 (cat # 100453), CD8-PB (cat # 100725), CD25-BV650 (cat # 102038), GITR-PECy7 (cat # 120222), ICOS-PECy5 (cat # 107708), IFNg-PeCy7 (cat # 505826), and IL-2-PB (cat # 503820) were purchased from Biolegend. CD44-Percp-cyanine5.5 cat# 45-0441-80, CD62L-APCeFL780 (cat # 47-0621-82), Foxp3-APC (cat# 17-5773-82), Eos-eFL660 (cat # 50-5758-80), Helios-PeCy7 (cat # 25-9883-42), Aiolos-PE (cat # 12-5789-80),and bCatenin-eFL660 (cat # 50-2567-42) were purchased from Thermo Fisher Scientific. PD-1-PECy7 (cat# 25-9985-80), CXCR5-BV421 (cat # 562889), Bcl-6-PE (cat # 569522), and phospho-STAT5-PE (pY694) (cat # 612567) were procured from BD Biosciences.

### Mice

The conditional *Ikzf1*-fl/fl mouse was provided by Dr. Meinrad Busslinger (Schwickert et al., 2014). Mice were maintained at the Department of Veterinary Resource facility of CHOP. All animal experiments were performed according to protocols and guidelines approved by the CHOP animal care and use committee. To generate mice with conditional deletion of Ikaros in Tregs, homozygous *Ikzf1*-fl/fl mice were crossed with Foxp3-IRES-YFP-Cre mice (Rubtsov et al., 2008) purchased from JAX (Strain #016959). Specific deletion of *Ikzf1* in Treg was confirmed by flow staining.

### Immunophenotyping and ELISA

Thymus, spleen, and lymph nodes were collected from individual mice (5–7 weeks old) and single-cell suspension was prepared in 1X PBS. RBC lysed lymphocytes were stained for CD3, CD4, CD8, CD25, CD44, CD62L, GITR, PD-1, ICOS, Foxp3, and Ikaros. For intracellular transcription factor staining, cells were fixed with eBioscience Perm/fix buffer (Thermo Fisher Scientific). To determine Ikaros and Foxp3 expression, permeabilized cells were first incubated with rabbit anti-mouse Ikaros antibody (Abcam) diluted 1:2000 in perm/wash buffer for 1 hr, and then cells were washed and stained with goat anti-rabbit-PE secondary antibody (1:2000 dilution) for 30 min. After washing, cells were stained for Foxp3, washed, and analyzed by flow cytometry on a Cytoflex equipped for multicolor detection. Flow cytometry data analysis was conducted with Flowjo10 software. Secreted IL-2 and IFNg in cell culture supernatants were determined by ELISA following the instructions provided by the vendor, Thermo Fisher Scientific.

### T cell and Treg purification

CD4+CD25-negative conventional T cells and CD4+CD25+Tregs were purified from spleen and lymph node cell single cell suspension using Miltenyi Treg and CD4 purification kits. For FACS sorting, total CD4+ T cells were isolated first using Miltenyi CD4+ T cell purification kit and then sorted on a FACS-Jaz sorter for CD4+YFP+ Tregs.

### Cell culture

Purified Treg were resuspended in RPMI 1640 medium supplemented with 10% FBS, 50 uM 2-ME, penicillin/streptomycin, and L-glutamine. Cells were stimulated with plate-bound mouse anti-CD3 and anti-CD28 (1 ug/ml each) in 96-well plates and incubated at 37°C in a cell culture incubator for the indicated times. For Treg proliferation assay, cells were labeled with Cell Trace (Thermo Fisher Scientific) and stimulated with microbeads coated anti-mouse CD3 /CD28 (Dynabeads mouse cell activator). Cell proliferation was determined after 3 days of activation. PKC inhibitor, Calphostin C (PKF) was purchased from Cayman Chemical Company. Tregs were cultured in the presence of various concentrations of PKF in 96-well plates coated with anti-CD3 and anti-CD28 (1 ug/ml each) for 3 days. Supernatant was collected for ELISA. For intracellular cytokine staining, cells were harvested and re-stimulated with PMA (15 ng), ionomycin (1 uM), and Golgistop for 5 hr. Cells were harvested, washed with 1X PBS, and then stained for live cells with Live-dead aqua stain followed by staining for flow cytometry.

### STAT5 phosphorylation assay

Splenocytes were isolated from WT and Ikzf1-fl-Foxp3-YFP-Cre mice. Cells were washed with 1X PBS and the pellet was resuspended in RPMI medium at 2x10^6^ /mL. To induce STAT5 activation, aliquots of 10^6^ splenocytes were treated with recombinant mouse IL-2 (Sigma, cat # 11271164001) at 5–20 units/mL and cultured in 48 well plate for 30 min at 37°C. Stimulated and unstimulated cells were harvested and washed with 2 mL of FACS buffer and then cells were fixed with BD transcription factor fixation/perm buffer (cat #562574, BD Bioscience) for 20 min at room temperature. Cells were washed with 2 mL of FACS buffer and the cell pellet was fixed with 0.5 mL of 90% ice-cold methanol for 30 min on ice. Cells were spun down, removed methanol, and washed 2X with BD Perm/wash (1X) buffer. Cells were stained with an antibody cocktail prepared in 1 X BD Perm/wash buffer containing fluorochrome-conjugated antibodies against CD4, CD44, CD62L, CD25, Foxp3, and phospho-STAT5 (pY694). Cells were stained at room temperature for 45 min followed by washing with BD Perm/wash buffer. Cell pellet was resuspended in 350 ul wash buffer and analyzed by flow cytometry. pSTAT5 staining was analyzed on the gated Treg population.

### In vitro Treg suppression assay

Lymphocyte cell suspensions were prepared using the lymph nodes and spleen collected from the Foxp3-YFP-Cre, *Ikzf1*-fl-Foxp3-YFP-Cre, and C57BL/6 mice. Conventional CD4+CD25-negative and CD4+CD25+ Tregs cells were purified from the lymphocytes of wild-type and *Ikzf1*-cko mutant mice using Miltenyi Treg isolation kit (cat # 130-091-041). APCs were negatively selected from the lymphocytes of C57BL/6 mouse using Miltenyi CD90 (Thy1.2) cat #130-049-101 kit. APCs were gamma irradiated in a cesium irradiator. Ten million CD4+ Tconv cells were labeled with CellTrace Violet and resuspended in RPMI medium at 1×10^6^ cells/mL. Labeled Tconv cells (50,000/well) were cocultured with 0.1×10^6^/well-irradiated APCs plus various Treg:Tconv ratios (1:1, 1:2, 1:4, 1:8, 1:0) in 96-well round bottom plates. Cells were stimulated with soluble anti-CD3 (1 ug/mL) and cells were cultured at 37°C for 72 hr in a cell culture incubator. Cells were harvested, washed with 1 X PBS, and stained with live/dead aqua dye followed by flow staining with CD4, CD25, and CD44 fluorochrome conjugated antibodies. Cells were analyzed on a Cytoflex flow cytometer and data was analyzed by Flowjo10 software. Cell division was quantified as described previously (Wells et al., 1997), and percent suppression represents the reduction in cell division measured in the Tconv in the presence of Treg compared to no Treg.

### Co-immunoprecipitation analysis

HEK293T cells were co-transfected with eukaryotic expression vectors encoding Flag-Ik1, Flag-Ik7, Foxp3, or control empty vector. A Flag-Runx1 construct was co-transfected with Foxp3 as a positive control for co-precipitation. After 48 hr of transfection, a cell lysate was prepared and Flag antibody immunoprecipitation was done for the lysates using a Flag IP kit (Zigma). Pulldown products were immunoblotted for Flag protein and Foxp3.

### T cell transduction

T cell transductions were performed as described previously (Chen et al., 2006). Briefly, mouse CD4 + T cells were transduced with an empty vector, Foxp3 vector, or co-transduced with a retroviral vector expressing the dominant negative Ik7 isoform. After 3 days of transduction, cells were harvested and re-stimulated with plate-bound anti-CD3 and anti-CD28. Supernatant was collected for IL-2 and IFNg ELISA and cells were harvested for Foxp3 chromatin immunoprecipitation.

### ChIP-seq library generation and analysis

For transcription factor and H3K27ac ChIP-seq analysis, we used in vivo expanded Tregs generated in mice using IL-2/anti-IL-2 complexes. Anti-mouse IL-2 antibody (BE0043) was purchased from Bioxcell and recombinant mouse IL-2 (carrier-free, cat # 575408 from Biolegend). IL-2/anti-IL-2 complexes were prepared by mixing both reagents, incubating at 37 C for 30 min, and diluted with 1 X PBS. Foxp3-YFP-Cre and *Ikzf1*-fl-Foxp3-YFP-Cre mice (5–6 weeks old) were injected intraperitoneally with 200 ul of complex containing 2 ug IL-2 and 10 ug anti-IL-2. Each mouse received an injection daily for 3 days and was treatment-free for another 3 days before harvesting lymph nodes and spleens. For Ikaros ChIP-seq, total CD4+ T cells were negatively enriched using Miltenyi CD4 microbeads and then sorted for YFP+ Tregs by a FACS-Jaz sorter. Tregs purified through Miltenyi Treg purification kit were used for Foxp3, Ikaros, and H3K27ac-ChIP-seq. Naïve CD4+ T cells from Foxp3-YFP-Cre mice were also purified for Ikaros and H3K27ac ChIP-seq using a mouse CD4+ naïve purification kit purchased from Mitenyi Biotech. For all ChIP-seq experiments, three biological replicates of cells isolated from three individual mice were used. Chromatin immunoprecipitations were performed using ChIP-IT high-sensitivity kits (cat #53040, Active Motif) following the manufacturer’s instructions. Briefly, 5×10^6^ purified cells were fixed in a medium for 15 min at room temperature using complete cell fixative solution prepared using formaldehyde and cell fixative solution from the kit. The reaction was stopped by adding 1/20 media volume of stop solution, cells were washed with ice-cold PBS and a cell pellet was stored at –80°C for later use or cells were lysed in chromatin preparation buffer cells as described in the protocol. The cell pellet was resuspended in ChIP buffer and chromatin was sonicated by a QSonica Q800R sonicator with settings: amplitude 20%, pulse for 30 s on, 30 s off, for a total of 30 cycles. For input DNA preparation, 25 ul of the sonicated sample was removed and DNA was isolated as suggested in the protocol. An agarose (1%) gel electrophoresis was performed for DNA isolated from the input fraction to determine the sonication efficiency. ChIP-validated anti-mouse Ikaros antibody (cat #39355) and H3K27Ac antibody (cat #39133) were purchased from Active Motif. For Foxp3 ChIP-seq, eBioscience anti-mouse monoclonal antibody (cat#14-5773-82) was purchased from Thermo Fisher Scientific. The volume of the sheared chromatin was adjusted to 200 ul using ChIP buffer, and to which was added 5 ul of Protease inhibitor, and a mix containing ChIP antibody (4 ug) and 5 ul of blocker, mixed and pre-incubated at room temperature for a minute. Final volume of the ChIP reaction was 240 ul, which was incubated at 4°C overnight on a rotator. Antibody-precipitated chromatin immune complexes were collected using washed protein G agarose beads and immune complexes were washed 5X in ChIP filtration columns using wash buffer, and eluted the DNA with elution buffer. The eluted DNA was reverse cross-linked and further purified through DNA purification columns. ChIP’d DNA was eluted from the column using 30 ul of DNA purification elution buffer. All ChIP-seq and input DNA libraries were made using a ThruPLEX DNA-Seq kit (cat #R400674, Takara Bio, USA) following the manufacturer’s instructions. In brief, the fragmented DNA obtained from ChIP reaction or input DNA was end-repaired to generate blunt ends, to which stem-loop adaptors with blocked 5’ ends are ligated. Libraries were amplified through high-fidelity amplification buffer mix and Takara dual indexing primers (cat# R400407). Finally, the amplified dual-indexed libraries were purified using AMpure XP beads (Beckman Coulter, Cat # A63880) at 1:1 ratio. The purified DNA was recovered from the beads using 20 ul of TE buffer. The library quality was checked on a bioanalyzer using a high sensitivity DNA Chip. Library DNA concentration was determined using Qubit. Dual-indexed ChIP-seq libraries were pooled and sequenced on the Illumina NovaSeq 6000 platform. Reads were aligned to mm9 using bowtie2 and duplicated reads were marked using Picard with parameters VALIDATION_STRINGENCY = LENIENT and ASSUME_SORTED = true and removed samtools. Library quality was accessed using samtools flagstat to assess library complexity and strand cross correlation to assess (Kharchenko et al., 2008). Peaks were called using MACS2 with the parameters -g mm9 –nomodel –p 0.01 –keep-dup_all with the – extsize estimated fragment size from the strand cross-correlation for each replicate of H3K27ac, Ikaros, or Foxp3 with matching input sample. Reads were subsequently filtered by the ENCODE mm9 blacklist regions. Within the condition peaks were filtered to ones found in at least two replicates. Binary comparison between different ChIP peaks and ATAC-seq was performed using the R package GenomicRanges (1.46.1) findOverlaps function. For differential comparisons of H3K27ac ChIP signal, reads were normalized against background (10 K bins) using csaw (v1.28, http://bioconductor.org/packages/release/bioc/html/csaw.html). Peaks with a cpm value less than 3.0 were removed from further differential analysis. Differential analysis was performed using glmQLFit approach in edgeR (v3.36.0) with the normalization scaling factors calculated from csaw. FDR <0.05 was used as the cutoff for statistical significance. Signal reproducibility between replicate samples was accessed using pairwise Pearson correlation tests and principal component analysis. Significant OCR overlapping with H3K27ac peaks were annotated as enhancers. Correlations between enhancer accessibility, H3K27ac ChIP signal, and expression of nearest gene were computed using Pearson correlation coefficient implemented in the R function cor.test. Super-enhancers were called using the rank ordering of super-enhancer (ROSE) algorithm (Whyte et al., 2013). Briefly OCR called by ATAC-seq were used as input regions and clustered by genomic coordinates with a 12.5 kb stitching window. Merged replicates of WT and Ikzf1-cko H3K27ac signal and input were used as a measure of enhancer activity. The signal is represented as input subtracted reads per million per basepair and then are ranked-ordered. The position in the ranked list where the change in signal (slope when x-axis is the super-enhancer rank and y- axis is signal) equals 1 is used to define super-enhancers by the rapid increase in enhancer activity. Super-enhancers were defined independently for WT and Ikzf1-cko H3K27ac data. ChIP peaks were annotated to their nearest gene based on linear genomic distance.

### RNA-seq library generation and analysis

Total CD4+ T cells isolated from individual WT YFP Cre+ and Ikzf1-Treg-cko mice (three biological replicates) were sorted for YFP+ Tregs on a FACS-Jaz sorter. For stimulation, Tregs were activated with plate-bound anti-CD3 and anti-CD28 (1 ug/ml each) for 4 hrs. Total RNA was isolated from the unstimulated and stimulated Tregs using Direct-zol RNA micro prep kit (Zymo Research). Quality of the DNase-treated total RNA was checked on a bioanalyzer. Ribosomal RNA was depleted from the total RNA using QIAseq fast select multi-RNA removal kit for mouse RNA (Qiagen) and then RNAseq libraries were made using NEB Next Ultra II Directional RNA library prep kit for Illumina. RNAseq library quality was checked on a high sensitivity bioanalyzer and dual indexed libraries were sequenced to 51 bp reads on the Illumina NovaSeq 6000 platform. The pair-end fastq files were mapped to genome assembly mm9 by STAR (v2.6.0c) (Dobin et al., 2013) for each replicate. Ensembl v67 mm9 annotation was used for gene feature annotation and the unadjusted read count for gene feature was calculated by htseq-count (v0.6.1) (Anders et al., 2015) with parameter settings -f bam -r pos -s reverse -t exon -m union. The gene features annotated as rRNAs were removed from the final sample-by-gene read count matrix. The differential analysis was performed in R (v3.3.2) using the edgeR package (v3.16.5) (Robinson et al., 2010). Briefly, the raw reads on gene features with total CPM (read counts per million) value of less than 3.66 (the bottom 25% gene features when comparing the highest count per condition across all samples) were removed from differential analysis. The trimmed mean of M-values (TMM) method were used to calculate normalization scaling factors and quasi-likelihood negative binomial generalized log-linear (glmQLFit) approach was applied to the count data and through pairwise comparisons of stimulated and unstimulated IK cko and WT. The differential expression genes (DEGs) between were identified with cut-off FDR<0.05 and absolute logFC>1. TPM values were calculated for differentially expressed genes and scaled expression values (across rows) were depicted using the R package ComplexHeatmap (2.10.0). Immunologic signature gene sets annotated in MSigDB (v7.0) were used for gene set enrichment analyses. Statistical significance of gene set enrichment for up and down regulated were determined using the hypergeometric test (one-tailed), implemented in the R phyper function.

### ATAC-seq library generation and analysis

YFP + Tregs were FACS sorted from Foxp3-YFP-Cre and *Ikzf1*-fl-Foxp3-YFP-Cre mice. Half were stimulated with plate-bound anti-CD3 +anti-CD28 for 4 hr and half were left unstimulated. One hundred thousand cells were lysed with 50 ul of cold lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630) and centrifuged at 550 g for 10 min at 4 C. Supernatants were discarded and nuclear pellets were subjected to Tn5 transposition using Nextera DNA preparation kits (cat #1502812). DNA was purified from transposition reaction using Qiagen Min-Elute PCR purification kits. Transposed DNA fragments were PCR amplified and indexed using Nextera index kits. PCR reaction products were size selected using AMpure-XP beads and DNA fragments were re-suspended in 10 mM Tris-HCl. DNA concentration was determined by Qubit, and ATAC seq library quality was checked on a bioanalyzer. Dual-indexed libraries were sequenced on the Illumina NovaSeq 6000 platform. Open chromatin peaks were called using the ENCODE ATAC-seq pipeline (https://www.encodeproject.org/atac-seq/). Briefly, pair-end reads from three biological replicates for each cell type were aligned to hg19 genome using bowtie2, and duplicate reads were removed from the alignment. Narrow peaks were called independently for each replicate using macs2 (-p 0.01 --nomodel --shift –75 --extsize 150 -B --SPMR --keep-dup all --call-summits) and ENCODE blacklist regions (ENCSR636HFF) were removed from peaks in individual replicates. Peaks from all replicates were merged by bedtools (v2.25.0) within each cell type and the merged peaks present in less than two biological replicates were removed from further analysis. Finally, ATAC-seq peaks from both cell types were merged to obtain reference open chromatin regions. Quantitative comparisons of wild-type and *Ikzf1*-cko open chromatin landscapes were performed by evaluating read count differences against the reference OCR set. De-duplicated read counts for OCR were calculated for each library and normalized against background (10 K bins of genome) using the R package csaw (v1.8.1). OCR peaks with less than 3.6 CPM support in the top 25% of samples were removed from further differential analysis. Differential analysis was performed independently using edgeR (v3.16.5). Differential OCR between cell types were called if FDR <0.05 and absolute log2 fold change >1.

### Transcription factor motif enrichment

Enrichment of known transcription factors binding motifs was determined for the differential sets of OCRs using the R package PWMEnrich (v4.30.0). Enrichment of differential OCRs were calculated using all OCRs in the background model. Sequences were extracted from the bioconductor genome reference BSgenome.Mmusculus.UCSC.mm9.masked (v1.3.99) using the R package Biostrings (v2.62.0). We used JASPAR2020 position-weight matrix database as the motif reference (Fornes et al., 2020). P values were adjusted using FDR. Transcription factor footing improves the confidence of TF binding over pure sequencing matching. We identified putative Ikaros and Foxp3 footprint using HINT-ATAC (Hmm-based IdeNtification of Transcription factor footprints). HINT-ATAC corrects for Tn5 cleavage bias using a HMM based-approach to identify de novo TF footprints. Replicate deduplicated ATAC-seq bam files were merged and used as input to identify TF footprints located in the consensus set of OCRs. The de novo TF footprints were then matched to known TF PWMs in the JASPAR2020 database.

### DNA methylation analysis

To assess the natural thymic or peripheral origin of Treg, Foxp3 TSDR region which is fully demethylated in natural Tregs, was analyzed for CpG methylation by sodium bisulfite sequencing method. DNA methylation level at IFNg intronic enhancer was also analyzed. Briefly, 1 ug of DNA extracted from FACS sorted CD4+YFP+ Treg, or CD4 conventional T cells was bisulfite converted following Thomas et al., 2005. The converted DNA was desalted using the Wizard DNA clean-up system (Promega), desulphonated, neutralized, and precipitated with ethanol. The Foxp3 CNS2-TSDR, the IFNg promoter, and the IFNg intronic enhancer regions were PCR amplified from bisulfite-converted DNA using nested PCR primers as described (Floess et al., 2007; Northrop et al., 2006). Gel-purified PCR products were cloned into PGEM-T easy vector, and plasmid DNA individual clones were sequenced using SP6 primers.

### Adoptive transfer colitis model

To assess the in vivo suppressive capacity of Ikaros deficient Treg, adoptive T cell transfer experiments were set up with Rag1 KO mice. CD4+CD25-negative conventional T cells and Treg were purified from the splenic and lymph node lymphocytes of male WT YFPCre +or Ikzf1-fl-Foxp3-Cre+ mice. Batches of Rag1 KO male mice consisting of 5 mice per group were received retro-orbital injection of 1 million WT CD4+ Tconv along with (0.25X106) WT or Ikaros-deficient Treg. Recipient mice were weighed three times a week and observed for various IBD induced-clinical symptoms. Mice were sacrificed after 40 days of T cell transfer, spleen, mesenteric lymph nodes, and colon were removed. Small pieces of tissue were cut from the lower part of colon and were fixed in formal fixative for histopathological analysis. Single cell suspension was made from spleen and mesenteric lymph nodes from individual mice, lymphocyte cell density was estimated using a hemocytometer. Lymphocytes were stained for CD4, CD8, CD25, CD44, and Foxp3 and analyzed by flow cytometry. Absolute T cell count was estimated using hemocytometer count and cell frequency derived from the flow cytometry analysis. Variation in weight curve between groups were statistically analyzed by ANOVA (GraphPad Prism).

### Cardiac transplantation

Fully MHC-mismatched BALB/c hearts (H-2d) were transplanted heterotopically into Foxp3-YFP-Cre and *Ikzf1*-fl-Foxp3-YFP-Cre mice by anastomosis of the donor ascending aorta and pulmonary artery to the recipient infrarenal aorta and pulmonary artery. On days 0, 2, and 4 of posttransplant, the transplant recipient mice were given i.p injection of CTLA4 Ig fusion protein (200 ug) and CD154 (200 ug). A separate batch of cardiac recipient mice were administered donor-specific transfusion (DST) with Balb/c splenocytes (5 million cells/recipient) and a single dose of MR1 (250 ug). Cardiac graft survival was determined by abdominal palpation, and cessation of cardiac contraction was considered as rejection of the graft. Grafts were monitored for 100 days, and graft survival data were analyzed by Kaplan-Meir/log-rank methods. For histopathological analysis, a separate batch of mice consisting of 3 mice per group were subjected to same transplant procedure for a short duration and then these recipient mice were sacrificed, grafts were removed before rejection, fixed in 1 X formal solution, and analyzed by standard histopathological methods.

### Cardiac histopathology and intragraft gene expression analysis

For histopathologic analysis of cardiac graft and colon from IBD experiments, portions of tissues were fixed in Shandon formal-Fixx solution (1X), Thermo Scientific. Tissues were processed and embedded in paraffin. Histologic sections were cut at 4 um thickness and stained with hematoxylin and eosin (H&E) stain and or with alcian blue. Immunohistochemical staining was performed for CD4 and Foxp3 by the CHOP Pathology cores. Blinded histopathological evaluations were performed by a histopathologist. For intragraft gene expression analysis and histopathological analysis, a separate batch of mice consisting of 3 mice per group were subjected to same transplant procedure with a duration of 19 days for CTLA4Ig and MRI-treated mice and a duration of 14 days for MRI and DST-treated mice, based on the weakness of transplant heart palpitation. These transplant recipient mice were sacrificed, graft was removed, a portion of the cardiac graft was frozen immediately in liquid nitrogen and a second portion of the graft tissue was fixed in 1X formal solution and analyzed by standard histopathological methods. Total RNA was extracted from the homogenized graft tissue using Trizol. One microgram of RNA was treated with DNase to avoid DNA contamination. It was then reverse transcribed using iScript cDNA synthesis kit (cat #170–8891) purchased from Bio-Rad. Gene expression analysis for the cardiac graft was performed by qRT PCR using Fast SYBR Green mastermix on a Applied Biosystems step one plus realtime PCR system. Following primer pairs were used for the qRT PCR amplification: *Foxp3*-Exp-F; AAAAGGAGAAGCTGGGAGCTATG, *Foxp3*-Exp-R; GTGGCTACGATGCAGCAAGAG, *IFNg*-Exp-F; TTGCCAAGTTTGAGGTCAACAA, *IFNg*-Exp-R; GCTGGATTCCGGCAACAG, *TNFa*-F; CTGTAGCCCACGTCGTAGC, *TNFa*-R; TTGAGATCCATGCCGTTG, *IL6*-F; TGTTCTCTGGGAAATCGTGGA, *IL6-*R; CTGCAAGTGCATCATCGTTGT, *CXCR3*-F; TACCTTGAGGTTAGTGAACGTCA, *CXCR3*-R; CGCTCTCGTTTTCCCCATAATC, *CXCL10*-F; TGCCGTCATTTTCTGCCTCA, *CXCL10*-R; GGACCGTCCTTGCGAGAG, *Bcl6*-F; GTGTCCCCCAGTTTGTGTCA, *Bcl6*-R; TGGAGCATTCCGAGCAGAAG, *DGKA*-F; CAAACAGGGCCTGAGCTGTA, *DGKA*-R; CGAGACTTGGCATAGGTGCT, *CD27*-F; GGATGTGTGAGCCAGGTACA, *CD27*-R; GGGTGTGGTAGTCTGGAGAG, *m18S* RNA-F; TTCGAACGTCTGCCCTATCAA, *m18S* RNA-R; ACCCGTGGTCACCATGGTA.

## Data Availability

All data supporting the manuscript are contained in the supplementary files. Sequencing data have been deposited in GEO under accession codes GSE200176, GSE200177, GSE200178 and GSE200179. The following datasets were generated: ThomasRM PahlMC WangL GrantSFA HancockWW 2024Foxp3 depends on Ikaros for control of regulatory T cell gene expression and functionNCBI Gene Expression OmnibusGSE20017910.7554/eLife.91392PMC1104280638655862 PahlMC ThomasR WellsAD 2024Foxp3 depends on Ikaros for control of regulatory T cell gene expression and function [RNA-Seq]NCBI Gene Expression OmnibusGSE20017810.7554/eLife.91392PMC1104280638655862 PahlMC ThomasRM WellsAD 2024Foxp3 depends on Ikaros for control of regulatory T cell gene expression and function [ATAC-Seq]NCBI Gene Expression OmnibusGSE20017610.7554/eLife.91392PMC1104280638655862 PahlMC ThomasR WellsAD 2024Foxp3 depends on Ikaros for control of regulatory T cell gene expression and function [ChIP-Seq]NCBI Gene Expression OmnibusGSE20017710.7554/eLife.91392PMC1104280638655862

How the deposited data were processed for this re-analysis (not part of the article)

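Open chromatin was measured by ATAC-seq in 12 libraries of sorted YFP+ Treg, 3 each from ex vivo WT, ex vivo Ikzf1-cko, stimulated WT and stimulated Ikzf1-cko Treg. Libraries were assigned to groups and replicate numbers by their sample labels, and the stimulation time and cell number were taken from the methods. According to the methods, the authors aligned the reads with bowtie2 in the ENCODE ATAC-seq pipeline, removed duplicates and blacklisted regions, called narrow peaks per replicate with MACS2, kept merged peaks present in at least 2 replicates, and merged them into 1 reference set. The methods print a human genome build for the alignment, whereas the deposited regions have mouse chromosomes and the sequences for the motif analysis were taken by the authors from mm9. Of the 118680 regions, 118480 lie on chromosomes of the mm9 reference used here, and the other 200 have a count of 0 in all libraries.
The authors deposited a count of de-duplicated reads per region and library, without normalization, and an FPKM value beside it. The deposited FPKM equals the count divided by region length and by the library's total count over all regions, and holds no background normalization. A second table from the authors gives, for the regions called by their edgeR analysis after background normalization, a log2 fold change, a quasi-likelihood F statistic (a score per region), a p-value and an FDR. In that deposited table only regions past the authors' thresholds are listed. No column of values per library was left unused.
Fold changes and tests were computed from the counts with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment), with library totals as the scaling, group means over all 12 libraries and 24.4 prior degrees of freedom. Regions with at least 3.6 CPM in at least 3 libraries were tested, 69957 in all. The design written before the data were examined assumed FPKM values and limma on log2(FPKM + 1), with edgeR to be used if the values were counts. They are counts, and limma 3.58.1 with a trend, the test of that design, became an alternative. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The groups, the comparisons, the thresholds, the filter, the rule for naming regions and a first list of alternatives were set before the data were examined. That list held median centring and quantile normalization, another pseudocount, other filters, no trend in limma's moderation, fits on the compared libraries alone, a block for the replicate number, and fits without each replicate. Alternatives chosen after seeing the data were TMM, DESeq2 1.42.0, the scaling implied by the fold changes in the authors' deposited table, loess normalization against abundance, a loess correction for GC content, counts thinned to the smallest library, a filter on the 75th percentile of CPM, and, for motifs, a background matched on abundance and the authors' deposited calls. The enrichment tests of single groups of GO terms were added after seeing the data as well, where the design asked only for counts of the terms for leukocyte differentiation or development and for the response to interferon-gamma. Normalization against background bins, as in the study, needs reads that the region counts do not hold.
The regions named in the text are the 5 with the largest rise and the 5 with the largest fall ex vivo among called regions whose libraries do not overlap between genotypes, the region over or nearest to the start site and the region with the smallest p within 100 kb for each gene the paper names, and regions over Ikzf1. Other regions past both thresholds at the genes the paper names, and the called regions over Ikzf1, were named after their values were seen. Where a group had at most 3 reads in each library, a fold is given as a bound against 3 reads. Genes, exons and start sites came from the mm9 annotation. Motifs were counted on either strand of the reference sequence and compared by two-sided Fisher's exact tests with unchanged regions matched in 10 bins of length and 10 of GC content. Matches to the mitochondrial genome and to other places in the genome were found with blastn 2.17.0. Other steps used Python 3.11.15, with SciPy 1.17.1, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9.
The tests were checked on simulated counts with 200 of 69957 regions changed by a log2 fold change of 2 in either direction. The edgeR fit recovered 200 of them and called 5 unchanged regions, and limma recovered 198 and called 5. All simulated groups otherwise had the same means, rises and falls were equal in number, and changed regions had a mean above 3.6 CPM. The check therefore does not cover a wrong scaling, a difference in background or a trend with region strength. In the check of the motif test on 500 regions, a planted sequence gave p = 9.3e-102 and the smallest p of 5 tests without one was 0.38 (Fisher's exact test). Counted reads per library ranged from 4808916 to 15355521, and all Ikzf1-cko libraries were larger than all WT libraries, so that low counts are less precise in WT. The complete expression tables, the ChIP-seq data and motif matrices are not analysed here.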

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

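The tests of the trend with region strength, of the 5 largest falls in stimulated Treg and of the WT libraries on chromosome 5 were chosen only after the result was seen. The tally of splits by the state that they kept divided by genotype was also added after the values were seen.
The effect of Ikzf1 deletion on accessibility differed between stimulated and ex vivo Treg in 1385 of 69957 tested regions (interaction term, edgeR's quasi-likelihood test), 405 with a higher and 980 with a lower fold change in stimulated Treg. Which direction held more regions depended on the processing and on single libraries. Higher and lower fold changes numbered 193 and 53 with DESeq2, 1155 and 941 with median centring, 395 and 365 with limma on log2(FPKM + 0.1), 219 and 95 where 3.6 CPM was required in all 12 libraries and 3961 and 1271 at an FDR of 0.05 alone. They numbered 279 and 207 without Ikzf1-cko stimulated replicate 3, 298 and 213 without WT ex vivo replicate 3 and 269 and 251 without WT stimulated replicate 1, and in each of the other 9 fits without 1 library more were lower. Of 100 splits of the libraries, 11 gave as many regions, the real one included. Each of the 10 others kept the stimulated libraries divided by genotype and none kept the ex vivo libraries so divided, and such splits carry the genotype effect of stimulated Treg. Their counts are therefore not what chance alone would give. The 73 drawn splits that kept neither state divided by genotype called at most 2 regions, and those that kept only the ex vivo libraries so divided at most 38. Splits that mix the genotypes within a group also widen its spread, so that these numbers do not measure chance either. The count of the real split ranged from 486 without Ikzf1-cko stimulated replicate 3 to 3376 without Ikzf1-cko ex vivo replicate 1. With the trend against abundance removed, 912 regions were called, 638 of them among the 1385 and all of these with the same sign, which argues against that trend as the whole cause. The strongest 10% of regions held 35.9% of reads on average in stimulated WT libraries (34.7% to 36.7%) and at least 41.3% in each other library. A larger background in stimulated WT libraries and a larger response of WT Treg cannot be told apart, because both are the same 3 libraries. A difference in response that depends on Ikaros stays open.
OCR_16556 on chromosome 11 (14042402 to 14043145), outside the regions the paper discusses, was at least 73.4-fold lower in ex vivo Ikzf1-cko than in WT Treg. All 5 regions with the largest falls were lower in stimulated Ikzf1-cko Treg too (5 of 5 with an FDR under 0.05). Over the alternatives, the adjusted p in stimulated Treg was at most 0.0014 for OCR_16556 and 7.0e-04 for OCR_16561. It reached 0.062 for OCR_16555, 0.37 for OCR_16436 and 0.49 for OCR_16557, whose log2 fold change ranged from -2.15 to 0.37. For the regions other than OCR_16557, these values argue against a difference limited to the ex vivo libraries. A candidate explanation is a DNA difference carried along with the targeted Ikzf1 allele. Of the 174 other tested regions within 5 Mb of Ikzf1, 20 were called (11.5%, 19 of them lower) against 4.60% elsewhere (odds ratio 2.69, p = 1.7e-04, Fisher's exact test). Of 239 other windows of that width with at least 100 tested regions, 3 had as high a share. Neighboring regions are not independent, and a direct effect of the deletion on this neighborhood was not tested.
OCR_759 on chromosome 1 (24619838 to 24620087) had a log2 fold change of 3.33 ex vivo, and its neighbor OCR_758 (24619247 to 24619705) one of 2.32. The paper does not discuss them. They match the mitochondrial genome at 99.6% and 99.8% identity, so that a higher content of mitochondrial reads in Ikzf1-cko libraries is a candidate explanation. Of the 10 other tested regions that match it over at least 75% of their length, 0 were higher with an FDR under 0.05 (0 at an unadjusted p under 0.05) and 2 had a log2 fold change above 0. With shorter matches included, 1 of 12 was higher with that FDR. Their identity is at most 97.7%, and whether reads of the mitochondrial genome would align to them is not known, so that mitochondrial reads and a change of the nuclear region cannot be told apart. That reading of the test replaced an earlier one, under which no rise of these regions would have counted against mitochondrial reads, after the values were seen. No biological explanation was tested.
On chromosome 5, between 14000001 and 16000000, 58 of 96 tested regions (60.4%) were called lower in ex vivo Ikzf1-cko Treg and none higher. Among 929 stretches of this length with at least 30 tested regions, the next had 30.3%. The paper does not discuss the stretch on chromosome 5, and 45 of its called regions (77.6%) have a second near-identical copy. In stimulated Ikzf1-cko Treg, 58 of them were lower with an FDR under 0.05, which argues against a difference limited to the ex vivo libraries. With the trend of the fold change against abundance removed, 48 of them were still called lower, which argues against a trend with region strength as the whole cause. The regions of the stretch also differed within WT, with a median log2 fold change of 1.49 between stimulated and ex vivo libraries. That shift is another comparison than the falls, and the weakest 10% of all tested regions had a median of 1.57, so that it does not decide on a DNA copy difference between the mice, against which it had first been read. The stretch held 0.0406%, 0.0363% and 0.0204% of the reads of the ex vivo WT libraries (replicates 1, 2 and 3) and 0.0116%, 0.0118% and 0.0203% of those of the ex vivo Ikzf1-cko libraries, so that replicate 3 of the genotypes was nearly at the same level. Single libraries do not exclude a copy difference either. The stretch held 0.0704% to 0.0986% of the reads of stimulated WT libraries and 0.0169% to 0.0223% of those of stimulated Ikzf1-cko libraries. Stimulated WT libraries also had the lowest share of reads in the strongest 10% of regions. Ex vivo, that share was lower in WT than in Ikzf1-cko libraries, so that more background in WT stays open as well. A DNA copy difference, background and a chromatin change that depends on Ikaros cannot be told apart, because the mice and these shares differ as the genotypes do.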

How the results depend on the processing

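All comparisons between settings were made on the same libraries, and unless stated otherwise the cause of a change was not tested. In the main analysis, regions called were 3238 (411 higher) ex vivo, 14932 (813 higher) in stimulated Treg, 14011 (12386 higher) for stimulation in WT, 2555 (2113 higher) for stimulation in Ikzf1-cko, 1385 (405 higher) for the interaction, 19509 in total.
The filter on low values changed each of these counts. The number of regions tested does not account for this alone. With 3.6 CPM required in all 12 libraries, 34257 of 69957 regions were left, and each count fell by a larger share than that number. That filter removes weak regions. Without it, they were 7237 (567 higher) ex vivo, 33290 (910 higher) in stimulated Treg, 32084 (30247 higher) for stimulation in WT, 7870 (7267 higher) for stimulation in Ikzf1-cko, 44677 in total. Requiring 3.6 CPM in all 12 libraries gave 339 (163 higher) ex vivo, 858 (500 higher) in stimulated Treg, 1239 (150 higher) for stimulation in WT, 276 (83 higher) for stimulation in Ikzf1-cko, 314 (219 higher) for the interaction, 2253 in total. With the 75th percentile of CPM at that level, chosen after seeing the data, they were 7181 (793 higher) in stimulated Treg, 6507 (4907 higher) for stimulation in WT, 1668 (1241 higher) for stimulation in Ikzf1-cko, 11149 in total. That filter together with the scaling implied by the authors' deposited table gave 1794 (847 higher) ex vivo, 7575 (534 higher) in stimulated Treg, 6552 (5409 higher) for stimulation in WT, 1646 (607 higher) for stimulation in Ikzf1-cko, 11316 in total. Without the threshold on the fold change, they were 15051 (6145 higher) ex vivo, 35684 (14242 higher) in stimulated Treg, 33301 (18815 higher) for stimulation in WT, 16429 (8387 higher) for stimulation in Ikzf1-cko, 5232 (3961 higher) for the interaction, 51013 in total.
Loess normalization against abundance, chosen after seeing the data, gave 1605 (829 higher) ex vivo, 4416 (1701 higher) in stimulated Treg, 4383 (2351 higher) for stimulation in WT, 1495 (834 higher) for stimulation in Ikzf1-cko, 912 (402 higher) for the interaction, 8779 in total. Quantile normalization with limma gave 497 (284 higher) ex vivo, 274 (122 higher) for stimulation in Ikzf1-cko, 8113 (2343 higher) for the interaction. Limma without a trend gave 1544 (267 higher) ex vivo, 1074 (775 higher) for stimulation in Ikzf1-cko and 0 for the interaction, where 16486 regions had an unadjusted p under 0.05. With a trend, as the design set for FPKM values, it gave 1668 (268 higher) ex vivo, 1121 (817 higher) for stimulation in Ikzf1-cko. The interaction was also 246 (193 higher) with DESeq2, 2096 (1155 higher) with median centring, 760 (395 higher) with limma on log2(FPKM + 0.1), and 2626 (70 higher) with the scaling implied by the authors' deposited table. The ex vivo division by direction moved by over 10 percentage points with median centring (784 higher, 1539 lower), DESeq2 (614 and 1791), TMM (685 and 1805) and the implied scaling (870 and 1373). In stimulated Treg it did so with median centring (3405 higher, 10644 lower) and quantile normalization (4335 and 8594), for stimulation in WT with quantile normalization (8451 and 3949), for stimulation in Ikzf1-cko with the implied scaling (1091 and 1072) and counts thinned to the smallest library (1559 and 593), and for the interaction with TMM (283 and 1253), the correction for GC content (214 and 1054), the implied scaling with the filter on the 75th percentile (67 and 1695) and the replicate block (358 and 500).
With 1 library left out in turn, the counts ranged from 2018 to 8726 ex vivo, 13483 to 16297 in stimulated Treg, 11420 to 15046 for stimulation in WT, 1520 to 6792 for stimulation in Ikzf1-cko, 486 to 3376 for the interaction and 18820 to 20887 in total. The ex vivo count was highest without Ikzf1-cko ex vivo replicate 3, which also gave the highest count for stimulation in Ikzf1-cko, was 5012 without WT ex vivo replicate 3, and was lowest without Ikzf1-cko ex vivo replicate 2. The lowest count for stimulation in Ikzf1-cko came without Ikzf1-cko stimulated replicate 1. Single libraries moved the division by direction as well. Without Ikzf1-cko stimulated replicate 1, 1021 regions were higher and 499 lower for stimulation in Ikzf1-cko. Without WT ex vivo replicate 2, 521 were higher and 1725 lower ex vivo. The interaction count was moved by over 1.5 times by 9 of the 12 libraries, to 3376 without Ikzf1-cko ex vivo replicate 1, to 585 without Ikzf1-cko ex vivo replicate 3, to 2379 without Ikzf1-cko stimulated replicate 1, to 794 without Ikzf1-cko stimulated replicate 2, to 486 without Ikzf1-cko stimulated replicate 3, to 916 without WT ex vivo replicate 2, to 511 without WT ex vivo replicate 3, to 520 without WT stimulated replicate 1, to 834 without WT stimulated replicate 3. With these fits, 7 to 8 regions passed both thresholds at the loci named for ex vivo Treg, and 1 to 2 over Ikzf1, with the lower number without WT ex vivo replicate 2.
Replicate numbers are shared between groups. Correlations of deviations from the group means between libraries with the same number ranged from -0.39 to 0.30 over 18 pairs. Between the states of 1 genotype, they ranged from -0.37 to 0.21. These values show no pairing by number but cannot exclude one, and the methods state that the sorted cells were divided between the states. The stimulation comparisons and the interaction were fitted without pairing. With the replicate number as a block, 3073 regions were called ex vivo and 858 for the interaction. Stimulation then gave 13548 in WT and 2009 in Ikzf1-cko.
The median Spearman correlation within groups was 0.822 without the filter. At the loci named, 13 regions were called within 250 kb and 3 after quantile normalization, against 7 within 100 kb. Over Ikzf1, 0 were called after quantile normalization (7 with an unadjusted p under 0.05) and 1 with loess normalization against abundance. At the Il2 start site, the log2 fold change of -0.16 became 0.13 with quantile normalization and 0.011 with the implied scaling, and ranged from -0.35 to 0.12 with 1 library left out, the latter without WT ex vivo replicate 2. None of these passed an FDR of 0.05.
For genes of the listed pathways, the ex vivo test gave p = 0.148 with the implied scaling (Fisher's exact test). In stimulated Treg, the odds ratio fell below 1 at an FDR of 0.05 alone (p = 0.694, Fisher's exact test) and with quantile normalization (p = 0.550, Fisher's exact test). The odds ratio of GTAAACA in more accessible regions was 0.948 against a background matched on abundance. In less accessible regions it was 0.776 against all tested regions, 1.12 with the implied scaling, 1.08 with loess normalization against abundance and 1.24 with the authors' deposited calls. That of TGASTCA in less accessible regions was 0.891 against a background matched on abundance, 1.07 with the implied scaling, 1.12 with loess normalization and 0.985 with the authors' deposited calls.
For the 35 regions named, 508 of 560 comparisons kept the direction and the side of an FDR of 0.05, 39 were weaker, 6 stronger and 7 reversed. OCR_17910 had a log2 fold change of -0.034 with the correction for GC content. OCR_71306 had -0.053 with quantile normalization, -0.043 with the correction for GC content and from -0.020 without Ikzf1-cko ex vivo replicate 2 to 0.094 with 1 library left out. The fall of OCR_16555 had an adjusted p of 0.15 and that of OCR_16436 one of 0.56 with limma on log2(FPKM + 0.1) (ranges 4.9e-10 to 0.15 and 1.5e-08 to 0.56). The fold that can be shown for these regions is bounded by the floor of 3 reads in the Ikzf1-cko libraries.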

Differences from the paper's values

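The paper states 1431 remodeled regions ex vivo, and 3238 were called here. Of the alternatives set before the data were examined, limma without a trend gave 1544 and the fit without Ikzf1-cko ex vivo replicate 2 gave 2018, both within 1.5 times the paper's value, and the others did not come that near. Of the alternatives chosen after seeing the values, loess normalization against abundance gave 1605 and the scaling implied by the authors' deposited table with the filter on the 75th percentile of CPM 1794. Limma with a trend, which was named before the data were examined for the case of FPKM values and was run as an alternative once the values proved to be counts, gave 1668.
The paper's value for reduced accessibility is 513 regions, and 2827 were found here. None of the alternatives set before the data were examined came within 1.5 times, and they lay on both sides of the paper's value. Requiring 3.6 CPM in all 12 libraries gave 176 and quantile normalization 213, and the others gave more than the paper's value. Among those chosen after seeing the values, the lowest number was 776, with loess normalization against abundance. The paper's value for increased accessibility is 918 regions, and 411 were found here. Median centring, set before the data were examined, gave 784, and the others did not come within 1.5 times. Of those chosen after seeing the values, the implied scaling gave 870, the same with the filter on the 75th percentile 847, loess normalization 829, TMM 685 and DESeq2 614. With the implied scaling, 1363 of the regions in the authors' deposited table for this comparison were called in the same direction (95.2%).
For the differentially accessible regions over the comparisons, the paper's value is 12030, and 19509 were called over 4 comparisons here. Limma without a trend (16647) and quantile normalization (17417), both set before the data were examined, came within 1.5 times, and the other alternatives set then did not. Limma with a trend gave 16683. Of those chosen after seeing the values, the filter on the 75th percentile of CPM gave 11149, with the implied scaling 11316, and loess normalization 8779. The paper's value covers 6 comparisons. For the 4 compared here, the authors' deposited table lists 7858 regions, and none of the alternatives set before the data were examined came within 1.5 times that number, whereas the 3 just named, chosen after seeing the values, did.
The low end of the color scale of Spearman correlations is about 0.88 in Figure 5—figure supplement 1, read by eye, and the lowest correlation between libraries was 0.401 here. It was 0.118 without the filter on low values, and quantile normalization and another pseudocount, which keep ranks within a library, left it at 0.401. None of these closed the gap.
More regions gain than lose accessibility ex vivo in the paper, and here more were less accessible (87.3% of those called). The paper states that regions of reduced accessibility are enriched for the Ikaros motif, and here GGGAA was less frequent in them than in matched regions (odds ratio 0.772). It states the same for GTAAACA, for which the odds ratio was 0.968 here, and 1.24 with the authors' deposited calls, chosen after seeing the values. The presence of a short sequence is a coarser measure than the study's position weight matrices, and most matched regions hold GGGAA. These counts therefore do not repeat the study's motif test. The 7 genes listed as down for leukocyte differentiation or development were not enriched near less accessible regions beyond chance here (odds ratio 1.41). Nor were the 11 genes listed as up for the response to interferon-gamma near more accessible regions after adjustment (odds ratio 4.19). The latter set had odds ratios of 5.11 (p = 0.0038, Fisher's exact test) with the implied scaling and 4.24 (p = 0.017, Fisher's exact test) with loess normalization. Both settings were chosen after seeing the values, and these p-values are without adjustment. The lists hold only genes that changed in expression, and the regions called differ from the paper's. The paper's enrichment among nearest genes was thus not repeated. The paper states increased accessibility at the Il2 enhancer 83 kb upstream. No region of the reference set lies from 80 to 86 kb upstream, so that this statement was not tested at that distance. The nearest tested region, OCR_70751, was less accessible here, with a log2 fold change of -0.34 (adjusted p = 0.044, edgeR, range 0.025 to 0.30 over the alternatives). The next, OCR_70750, had a log2 fold change of 0.16 (adjusted p = 0.30, edgeR). With the implied scaling, chosen after seeing the values, it was 0.33 (adjusted p = 0.025, range 0.025 to 0.76). OCR_70750 was more accessible in stimulated Ikzf1-cko than in stimulated WT Treg, with a log2 fold change of 0.53 in stimulated Treg (standard error 0.13, adjusted p = 0.0011, range 5.5e-06 to 0.097), and OCR_70751 had one of 0.078 in stimulated Treg (standard error 0.14, adjusted p = 0.67, range 0.030 to 0.96). The paper places Irf4 under repressive control of Ikaros, and the only region past both thresholds within 100 kb of it, OCR_28636, was less accessible here, with a log2 fold change of -1.34 (adjusted p = 0.0014, edgeR, range 9.7e-04 to 0.14). Its log2 fold change was -0.51 in stimulated Treg (standard error 0.28, adjusted p = 0.13, range 0.043 to 0.94). At an FDR of 0.05 alone, 4 higher and 2 lower regions were found there ex vivo, and OCR_28658, with the smallest p, rose by 0.73 (adjusted p = 3.1e-05, edgeR). At the Irf4 start site, OCR_28640 had a log2 fold change of 0.15 (adjusted p = 0.19), and passed an FDR of 0.05 with median centring, set before the data were examined (0.30, adjusted p = 0.027), and with the implied scaling (0.32, adjusted p = 0.0047, range 0.0047 to 0.78). It was more accessible in Ikzf1-cko Treg after stimulation, with a log2 fold change of 0.49 in stimulated Treg (standard error 0.091, adjusted p = 6.1e-05, range 1.6e-07 to 0.15).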

Other observations

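The tests of the background share, of near-identical copies, of the other splits and of the direction in both states were set before their results were seen. Median centring, quantile normalization and the fits on the compared libraries alone were set before the data were examined. The other tests in this part were chosen only after the result was seen.
More regions were called lower (2827) than higher (411) in ex vivo Ikzf1-cko Treg. With all libraries thinned to the smallest, 2629 were lower, which argues against library size as the whole cause. With a correction for GC content, 2773 were lower, which argues the same for GC content. With the scaling factors implied by the authors' deposited table, 1373 were lower and 870 higher, and with the filter on the 75th percentile of CPM as well 947 and 847. Median centring gave 1539 lower and 784 higher, and quantile normalization with limma 213 and 284. Most of the excess thus went with another scaling, and a scaling factor set too high or too low and a loss of accessibility cannot be told apart, because the counts on these regions do not show which factor is right. Of the regions called lower, 96.0% had no second near-identical copy, so that reads shared between copies cannot account for most of them, although second copies were more frequent there than in unchanged regions (3.86% against 0.707%, odds ratio 5.63, p = 2.5e-16, Fisher's exact test). With the trend of the fold change against abundance removed, 776 were lower and 829 higher, but this correction centres the fold change at each strength and so evens out the calls by construction, and it decides nothing about a trend with region strength. The median log2 fold change was -0.71 in the weakest 10% of tested regions and 0.14 in the strongest 10%. The strongest 10% of regions held 42.4% of reads on average in ex vivo WT libraries (41.3% to 44.3%) and 46.4% in ex vivo Ikzf1-cko libraries (45.5% to 47.0%). A trend with strength, from more background in WT or otherwise, and a loss of accessibility at weak regions in Ikzf1-cko Treg cannot be told apart, because the shares divide the libraries as the genotypes do.
Other splits of the 6 libraries of each comparison were fitted with those 6 libraries alone. For Ikzf1-cko against WT, 1 of 10 splits of the ex vivo libraries, the real one, gave as many called regions (2273), and so did 1 of 10 splits of the stimulated libraries (14951). For stimulation, the numbers were 1 of 10 splits in WT (14076) and 1 of 10 splits in Ikzf1-cko (1968). No region was called in any other of these splits, in which 109 to 10890 regions had an unadjusted p under 0.05, but 10 splits cannot give a share under 0.1.
A hypothesis is that an effect of Ikaros is present in both states. With the trend against abundance removed, 92.0% of the 1605 regions called ex vivo moved in the same direction in stimulated Treg, against 67.1% of all tested regions. The stimulated libraries are other libraries and share no control libraries with the ex vivo comparison, but the methods state that the sorted cells were divided between the states, so that a difference between the mice other than Ikzf1 may be shared too. That was not tested.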
